# Valine-Induced Isoleucine Starvation in *Escherichia coli* K-12 Studied by Spike-In Normalized RNA Sequencing

**DOI:** 10.3389/fgene.2020.00144

**Published:** 2020-03-05

**Authors:** Bertil Gummesson, Shiraz Ali Shah, Alexander Skov Borum, Mathias Fessler, Namiko Mitarai, Michael Askvad Sørensen, Sine Lo Svenningsen

**Keywords:** stringent response, deep RNA sequencing, whole-cell spike-in normalization, ribosomal RNA degradation, transcriptome, ppGpp, gene expression

## Abstract

*Escherichia coli* cells respond to a period of famine by globally reorganizing their gene expression. The changes are known as the stringent response, which is orchestrated by the alarmone ppGpp that binds directly to RNA polymerase. The resulting changes in gene expression are particularly well studied in the case of amino acid starvation. We used deep RNA sequencing in combination with spike-in cells to measure global changes in the transcriptome after valine-induced isoleucine starvation of a standard *E. coli* K12 strain. Owing to the whole-cell spike-in method that eliminates variations in RNA extraction efficiency between samples, we show that ribosomal RNA levels are reduced during isoleucine starvation and we quantify how the change in cellular RNA content affects estimates of gene regulation. Specifically, we show that standard data normalization relying on sample sequencing depth underestimates the number of down-regulated genes in the stringent response and overestimates the number of up-regulated genes by approximately 40%. The whole-cell spike-in method also made it possible to quantify how rapidly the pool of total messenger RNA (mRNA) decreases upon amino acid starvation. A principal component analysis showed that the first two components together described 69% of the variability of the data, underlining that large and highly coordinated regulons are at play in the stringent response. The induction of starvation by sudden addition of high valine concentrations provoked prominent regulatory responses outside of the expected ppGpp, RpoS, and Lrp regulons. This underlines the notion that with the high resolution possible in deep RNA sequencing analysis, any different starvation method (e.g., nitrogen-deprivation, removal of an amino acid from an auxotroph strain, or valine addition to *E. coli* K12 strains) will produce measurable variations in the stress response produced by the cells to cope with the specific treatment.

## Introduction

During stress conditions, cells of *Escherichia coli* (*E. coli*) impose dramatic changes in their transcriptional profile and proteome to combat stressors. The cells ensure that genes important to overcome the stress are turned on and other redundant and energy-demanding gene products, such as genes of the protein synthesis machinery [*i.e.,* those encoding the ribosomes, transfer RNAs (tRNAs) and factors required for translation] are down-regulated. The rapid re-orchestration of the transcriptome in *E. coli* occurs on the timescale of a few minutes, and is aided by the small molecules guanosine tetra- and pentaphosphate, herein collectively referred to as ppGpp. This physiological response is called the stringent response (Ryals et al., 1982; Cashel et al., 1996) and has become a model system for studies of bacterial stress responses. Together with the protein DksA, ppGpp binds two sites on RNA polymerase, which affects promoter selectivity and reduces the ribosomal RNA (rRNA) promoter clearing rates (Artsimovitch et al., 2004; Gummesson et al., 2013; Ross et al., 2016). The nucleotide ppGpp is produced when amino acids become limiting and upon starvation for many different kinds of nutrients as well as by other circumstances restricting growth (Cashel et al., 1996). In *E. coli*, the synthesis of ppGpp is mediated by two related proteins, RelA and SpoT; each requiring different signals for activation. The RelA protein is associated with uncharged tRNA and the synthesis of ppGpp is triggered when the translating ribosome binds a RelA-tRNA complex at the starving A-site codon (Haseltine and Block, 1973; Winther et al., 2018). The SpoT protein is bi-functional; besides synthesizing ppGpp, SpoT can hydrolyse ppGpp to guanosine diphosphate and pyrophosphate (Murray and Bremer, 1996), thus allowing a way out of stringency when conditions allow.

The global effect of ppGpp on transcription has previously been studied upon starvation for the amino acid serine (Durfee et al., 2008) or isoleucine (Traxler et al., 2008; Traxler et al., 2011). These studies have in common that they utilized the well-established expression microarrays as their read out, the best technology available for genome-wide analysis at the time. However, the much more sensitive technique of deep RNA sequencing (RNAseq) has emerged as a standard method to measure globally the relative abundance of RNA species in the cell, and offers a superior dynamic range for measuring variability in the levels of expressed transcripts (Wang et al., 2009; Croucher and Thomson, 2010). The effects of ppGpp on global transcriptional regulation without concomitant starvation has recently been studied using RNAseq, and resulted in a substantial expansion of the genes that can be assigned to the ppGpp-controlled regulon (Sanchez-Vazquez et al, 2019).

The long-lived house-keeping RNAs, rRNA, and tRNA, constitute the vast majority of the total RNA in the cell (>95%) (Bremer and Dennis, 1996). For this reason, rRNA and sometimes tRNA are generally removed prior to RNAseq, or not included on microarrays, unless they are the specific focus of the study. One goal of our work was to obtain data on the response to amino acid starvation in *E. coli* that includes the changes in the whole transcriptome, including the most abundant RNAs, and to analyze how inclusion of all RNA may enhance the current understanding of the well-studied stringent response. In connection with this goal came the need to quantify transcripts without making assumptions about the total RNA content of the cells before and after starvation. Typical transcriptome analyses, whether done by microarray or RNAseq, rely on the assumption that the total amount of RNA is constant across different sample conditions. However, while rRNA and tRNAs are generally believed to be stable during exponential growth (Baracchini and Bremer, 1987), the familiar way of thinking of these RNAs as stable in an absolute sense has been questioned for some time (Deutscher, 2003). Our previous work shows that a substantial fraction of the tRNA and rRNA pools in the cell is rapidly degraded upon amino acid starvation (Svenningsen et al., 2017; Fessler et al., 2020), suggesting that the total RNA content of *E. coli* cells may decrease appreciably under this condition. Given the global changes in gene expression and the possibility that total RNA levels may decrease upon amino acid starvation we reasoned that a normalization method that is independent of any assumptions about cellular RNA content would be important for accurate detection of gene expression changes during the stringent response. Therefore, we chose to normalize the sample sequencing reads using a spike-in culture for reference. Spike-in, in the form of *in vitro* synthesized RNA, has been used in many experiments for normalization of transcriptional activity (see e.g., Schena et al., 1995; Bartholomäus et al., 2016; Gorochowski et al., 2019) and to verify the accuracy of RNA preparation protocols (see e.g., Jones et al., 2015; Ju et al., 2019). However, *in-vitro*-transcribed spike-in RNA is added after the extraction of the experimental RNA and quantification of transcription rates assume an equally efficient extraction of RNA from each sample (Gorochowski et al., 2019). Or, if the spike-in transcripts are added per mass of RNA in each sample, the underlying assumption is that cells contain equal amounts of RNA at the different conditions. The whole-cell spike-in approach is often used in microbiome studies to quantify cell numbers (Hornung et al., 2019) but has not, to our knowledge, been used outside our research group for quantification of RNA (Svenningsen et al., 2017). The benefit of the whole-cell spike-in approach we use here is that it allows normalization directly to the concentration of bacteria in each sample [as measured by optical density (OD)], without making any assumptions about the RNA content of the cells. For comparison, we also normalized our data set using the conventional approach of normalizing the data based on the sequencing depth obtained for each sample. The analysis of the transcriptome of isoleucine-starved cells normalized by the two methods reveal that the regulon responding negatively to starvation is much larger than what is detected using a conventionally normalized RNAseq transcriptome, and the regulon responding positively is correspondingly smaller. This observation relates to a greater turnover of total RNA in starved cells than previously anticipated, and the spike-in approach enabled us to quantify the loss of rRNAs and total messenger RNA (mRNA) during starvation relative to the levels during steady-state growth. Furthermore, principal component analysis of the stringent response transcriptome reveals two predominant temporal gene profiles that are enriched for classes of genes with related biological functions. Finally, it was evident that isoleucine starvation induced by L-valine has transcriptional consequences that are separate from the general stringent response of amino-acid-starved cells controlled by ppGpp.

## Materials and Methods

### Strains, Media, and Growth Condition

The wild-type strain *E. coli* K-12 MAS1081 (MG1655 *rph^+^ gatC^+^ glpR^+^*) were grown in flasks at 37°C at 200 rpm in morpholinepropanesulfonic acid (MOPS) minimal medium (Neidhardt et al., 1974) supplemented with 0.2% glucose. Cell growth was monitored spectrophotometrically by optical density at 436 nm (OD_436_) and cultures were grown for at least nine generations in exponential phase before sampling. Isoleucine starvation was induced by adding L-valine to a final concentration of 400 µg/ml (Leavitt and Umbarger, 1962). The small RNA (sRNA) *qrr2* from *Vibrio cholerae* was cloned downstream of the T7 promoter in the vector pET11a (XbaI/Bpu1102I) and transformed into *E. coli* BL21 (DE3) to yield the spike-in strain BKG3; 100 µg/ml ampicillin was used to maintain the plasmid and the expression of Qrr2 was induced with 1 mM isopropyl β-D-1-thiogalactopyranoside (IPTG). Rifampicin was added to a final concentration of 300 µg/ml immediately after the last isoleucine starvation sample to block transcription initiation.

### Spike-In and RNA Extraction

To preserve cellular RNA, bacterial culture samples were harvested by mixing with 1/6 vol of a stop-solution composed of 5% water-saturated phenol in ethanol at 0°C (Bernstein et al., 2002). All samples were kept at 0°C until the final sample had been harvested. Prior to total RNA extraction, a volume of spike-in culture corresponding to 1% of the experimental culture was added to each sample, based on sample OD. The volume of spike-in cell culture used was calculated according to Equation 1 (as described in Stenum et al., 2017).

(1) $$V_{spike-in}=\frac{0.01*V_{sample}*OD_{sample}}{OD_{spike-in}}$$

RNA was isolated using a hot phenol extraction method. Briefly, cell pellets were mixed with resuspension solution (0.3 M sucrose, 0.01 M sodium acetate pH 4.5, 0°C), then with lysis solution [2% sodium dodecyl sulfate (SDS), 0.01 M sodium acetate pH 4.5] and finally with hot acidic phenol [pH 4.3, 65°C (Fisher BioReagents)]. The mixture was snap-freezed in liquid nitrogen and centrifuged, and the aqueous phase was re-extracted by phenol (65°C) and frozen in liquid nitrogen one more time. RNA was precipitated with 2.5 vol ethanol and 0.1 vol sodium acetate (3M, pH 4.7) at −80°C overnight. Precipitated RNA was pelleted, washed with 70% ethanol, and re-suspended in nuclease-free H_2_O. The remaining DNA was removed by DNaseI treatment (Roche), according to the manufacturers manual. RNA integrity (16S and 23S rRNA) was verified by agarose gel electrophoresis.

### Northern Blot

An aliquot of total RNA was mixed with 3 vol loading dye (8 M urea, 6% formaldehyde, bromophenol blue) and fractionated by electrophoresis through a 1% MOPS-buffered agarose gel prepared with 6% formaldehyde. The RNA was transferred from the gel onto a Hybond-N+ membrane by capillary transfer overnight and was fixed to the membrane by 0.12 J/cm^2^ of UV light in a Hoefer UVC 500 UV crosslinker. Membranes were pre-hybridized for one hour at 42°C in 6 ml hybridization solution [0.09 M NaCl, 0.05 M NaH_2_PO_4_ (pH 7.7), 5 mM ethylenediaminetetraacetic acid (EDTA), 5x Denhardt's solution, 0.5% (w/v) SDS, 100 mg/ml sheared, denatured herring sperm DNA]. Hybridization of the immobilized RNA was performed at 42°C overnight in the same solution as above with 40 pmol ^32^P 5'end-labeled oligo-DNA probe (γ-[^32^P]-ATP; PerkinElmer). DNA-oligos used were complementary to a sequence in the 5S rRNA, 16S rRNA, 23S rRNA, or Qrr2, probe sequences are listed in **Supplementary Table S11**. Membranes were washed several times in 0.3 M NaCl, 30 mM sodium citrate, 0.1% SDS at room temperature prior to exposure to a phosphor-imaging screen. The radioactivity present in specific bands was measured on a Typhoon phosphor Imager FLA7000 (GE Healthcare) at 100 microns. Membranes were stripped of hybridized probes with 90–95°C stripping buffer (0.1% SDS, 18 mM NaCl, 1 mM NaH_2_PO_4_, 0.1 mM EDTA) under shaking until no more radioactivity could be detected on the blot by a Geiger-Müller tube. The program ImageQuant TL 8.2 was used to quantify each band on the phosphor-imaging screen. The quantified intensity on each rRNA band were then divided with the values from Qrr2 in the same lane and this ratio is plotted relative to the three samples harvested immediately before inducing starvation.

### Quantitative Reverse Transcription PCR

First-strand complementary DNA (cDNA) was reverse transcribed from 1 μg of total RNA with Thermo Scientific RevertAid RT Kit (#K1691) using the supplied random hexamer primers. As control for genomic DNA contamination, a reaction with no reverse transcriptase was included for each sample (RT-). A 1/10,000 to 1/25 fraction of the total synthesized cDNA was combined with SsoAdvanced Universal SYBR Green Supermix (Bio-Rad) and analyzed in triplicate by quantitative reverse transcribed PCR (qRT-PCR) using the QuantStudio 3 system (Applied Biosystems). Thermal cycling conditions used were 95°C for 30 s followed by 40 cycles of 95°C for 15 s, 60°C for 1 min. A final melting-curve cycle was performed to check for amplification artifacts starting at 95° for 15 s, 60° for 1 min, followed by a dissociation step to 95°C with 0.15°C/s increments. The relative levels of RNA is calculated as the signal ratio between the target transcript and one of the reference genes from the spike-in plasmid, namely *bla*, using the formula: 2^−(^ΔΔ*^C^* ^T)^ where ΔΔ*C*_T_ = (*C*_T,target_−*C*_T,_ *_bla_*)_time_ *_x_*−(*C*_T,target_−*C*_T,_ *_bla_*)_time__0__(steady_ _state),_ as previously described (Livak and Schmittgen, 2001). Primer sequences for target genes and control gene are listed in **Supplementary Table S11**.

### RNA Sequencing and Data Analysis

The RNA used for RNAseq was harvested, spiked-in, and extracted as described above; 1–1.5 µg of total RNA from each sample was sent to the GATC BIOTECH facility, European Genome and Diagnostics Centre, Konstanz, Germany for library preparation and RNA sequencing. RNA quality was assessed using an Agilent 2100 Bioanalyzer/Advanced Analytical Technologies Fragment Analyzer. Strand-specific cDNA libraries were prepared according to Illumina's protocols without prior rRNA depletion. RNAseq experiments were performed on an Illumina HiSeq using a paired-end read length of 2x50 bp. Twenty-two to 29 million paired-reads were obtained per sample. GATC BIOTECH initially processed the raw read files, removing adapters prior to delivery. Then the files were uploaded to the Galaxy web platform and we used the public server at usegalaxy.org to analyze the data (Afgan et al., 2018). The files were checked using fastQC^1^. The reads were then aligned to *Escherichia coli* str. K-12 substr. MG1655 (RefSeq NC_U00096.3) using bwa-aln (version 0.7.15.2 with default parameters) (Li and Durbin, 2009). Reads were counted using htseq-count (version 0.6.1p1) (Anders et al., 2015). In parallel, the reads were aligned (bwa-aln) to the reference sequence of the plasmid harboring the spike-in genes and raw read counts mapping to three features (*qrr2, bla,* and antisense-*lacI*), and counted using htseq-count and summed to give the plasmid spike-in reads for a given sample. Raw read counts were then normalized to gene size prior to normalization to spike-in reads to give RPKSP, Reads Per Kilobase of gene per 10 kilobase of spike-in as shown in Equation 2.

(2) $$RPKSP=\frac{\left(Gene-specific\;Reads\;Per\;Kilobase\right)}{\left(Spike-in\;Reads\;Per\;Kilobase/10.000\right)}$$

We emphasize that the order in which the raw reads were aligned to the *E. coli* chromosome and to the spike-in plasmid did not change the results. Specifically, the same results were obtained when the raw reads were separately aligned to the plasmid and the chromosome as when the alignment was carried out sequentially (i.e., reads were first aligned to the chromosome and remaining reads were aligned to the plasmid).

The raw read counts were also normalized according to the standard method to give RPKM, Reads Per Kilobase Million as shown in Equation 3.

(3) $$RPKM=\frac{\left(Gene-specific\;Reads\;Per\;Millionreads\right)}{\left(Size\;of\;Specific\;gene\left(kb\right)\right)}$$

High-throughput sequencing data has been deposited in NCBI's Gene Expression Omnibus (Edgar et al., 2002) and are accessible through GEO Series accession number GSE136753**** ^2^. ****

### Transcriptome Data Filtering

We initially applied some filtering of the normalized transcriptomic data (RPKSP and RPKM) in order to quantify the magnitude of fold differences in transcriptional regulation upon starvation for isoleucine. **i**) All genes that were neither sequenced in steady state nor in starvation were filtered out (50 genes). **ii**) Transcripts in the triplicate steady-state samples that either had low average normalized reads or no reads in combination with either low average normalized reads or no reads in the four starvation samples were filtered out (112 genes). These transcripts did not yield any computable fold differences between steady-state growth and starvation. One feature, the gene *lacI*, was present on both the *E. coli* chromosome and the spike-in plasmid. *lacI* was therefore excluded from our analysis. A third filtering step was applied in the comparison of fold differences between RPKM and RPKSP normalization at 10 and 80 min starvation, **iii**) genes where the fold change at both the 10 and 80 min time points relative to the steady-state average could not be calculated due to a lack of coverage were omitted (60 genes). In total 4,048 transcripts were assessed, i.e., 95% of the annotated genes in the *Escherichia coli* str. K-12 substr. MG1655 (RefSeq NC_U00096.3) reference genome. The average standard deviation between the three steady-state measurements of each of the 4,048 transcripts was 25%. The normalized sequencing reads, including omitted genes, are reported in **Supplementary Data Sheet 1** (RPKSP) and **Supplementary Data Sheet 2** (RPKM). For the analysis of the variance among steady-state samples as a function of gene length (**Supplementary Table S2**), we also applied a filter; the analysis was restricted to only consider genes where at least two of the triplicate steady-state samples had detectable transcripts. This yielded 3.979 transcripts for analysis.

### Principal Component Analysis

Principal component analysis (PCA) (Abdi and Williams, 2010) was performed on RPKSP-normalized reads of the steady-state samples and the starvation time series in **Supplementary Data Sheet 1**. In order to focus on the temporal profile of expression changes and not the absolute expression level, the number of reads for each data point were normalized to the average number of reads mapped to the corresponding gene for the seven time points. PCA was performed and visualized in MATLAB (MATLAB, Release R2016b). PC1 and PC2 captured 48 and 21% of the variability of the data, respectively. PC3 captured 9% of the variability, but the PC3 vector showed large variability among the three steady-state samples, indicating that it captured a trend that is due to sampling error. Therefore, we focused on the first two principal components. For the enrichment analysis, the Enrichment tool in the SmartTable of the EcoCyc webserver (Karp et al., 2014; Keseler et al., 2017) was used with the options of “Fisher Exact” and “Benjamini-Hochberg Correction” on “Biological Process” gene ontology terms.

### Ecocyc Omics Dashboard Tool

Genes in **Supplementary Data Sheet 1** and the log_2_-fold induction ratios of the data points in the starvation time series were imported as a SmartTable in Ecocyc (Karp et al., 2014; Keseler et al., 2017) and analyzed using the Omics Dashboard Tool (Paley et al., 2017). The Dashboard Biosynthesis shown in **Figure 8A** was modified to only show the seven largest sub-systems of biosynthetic genes. In addition, the group of aminoacyl-tRNA synthetases was added manually by curating and extracting the relevant genes from the Biosynthesis sub-system “Others.” Genes belonging to the arginine biosynthesis sub-system were exported and their induction ratio at the 5 min time point after starvation are shown alongside data on the same genes extracted from the dataset published by Sanchez-Vazquez and co-workers (Sanchez-Vazquez et al., 2019).

## Results

### Experimental Approach and Provoking Amino Acid Starvation

To evoke amino acid starvation in cultures of *E. coli* K-12, we grew MAS1081 (MG1655; *rph* ^+^ *gatC* ^+^ *glpR* ^+^) in MOPS-buffered minimal medium supplemented with 0.2% glucose and starved for the amino acid isoleucine by adding excess L-valine. The K-12 strain of *E. coli* harbors a frameshift mutation in *ilvGM*, inactivating one of three isozymes in the valine and isoleucine biosynthetic pathways, while the other two isozymes, *ilvBN* and *ilvIH*, are susceptible to feedback inhibition by L-valine (Valle et al., 2008). High concentrations of L-valine therefore renders *E. coli* K-12 auxotrophic for isoleucine (Leavitt and Umbarger, 1962). Three samples were collected during steady-state growth immediately before starvation and five samples in total were collected in a time series; 5, 10, 20, 40, and 80 min after L-valine addition, resulting in a total of eight samples (**Figure 1A**). A culture of spike-in *E. coli* cells was grown in a parallel, which was not exposed to L-valine (**Figure 1B**). The spike-in cells carry an inducible plasmid and express three transcripts that are not present in the wildtype strain, namely a *V. cholerae* sRNA (*qrr2*), an antibiotic marker (*bla*), and an antisense transcript of *lacI*, from the plasmid. The spike-in cells were induced with IPTG for approximately four generations before they were mixed with the experimental samples in a 1:100 ratio based on OD. We added spike-in cells to the experimental samples prior to total RNA extraction to ensure that variations in RNA recovery, cDNA synthesis, and sequencing depth between the samples would be reflected in the numbers of spike-in reads. By using this approach, we were able to, very precisely, quantify the relative changes in the transcriptome during the experiment, while we lost the information about absolute amounts of transcripts mapped, which is only obtainable by addition of *in vitro* transcribed spike-in RNA after sample preparation (Gorochowski et al., 2019).

**Figure 1:**
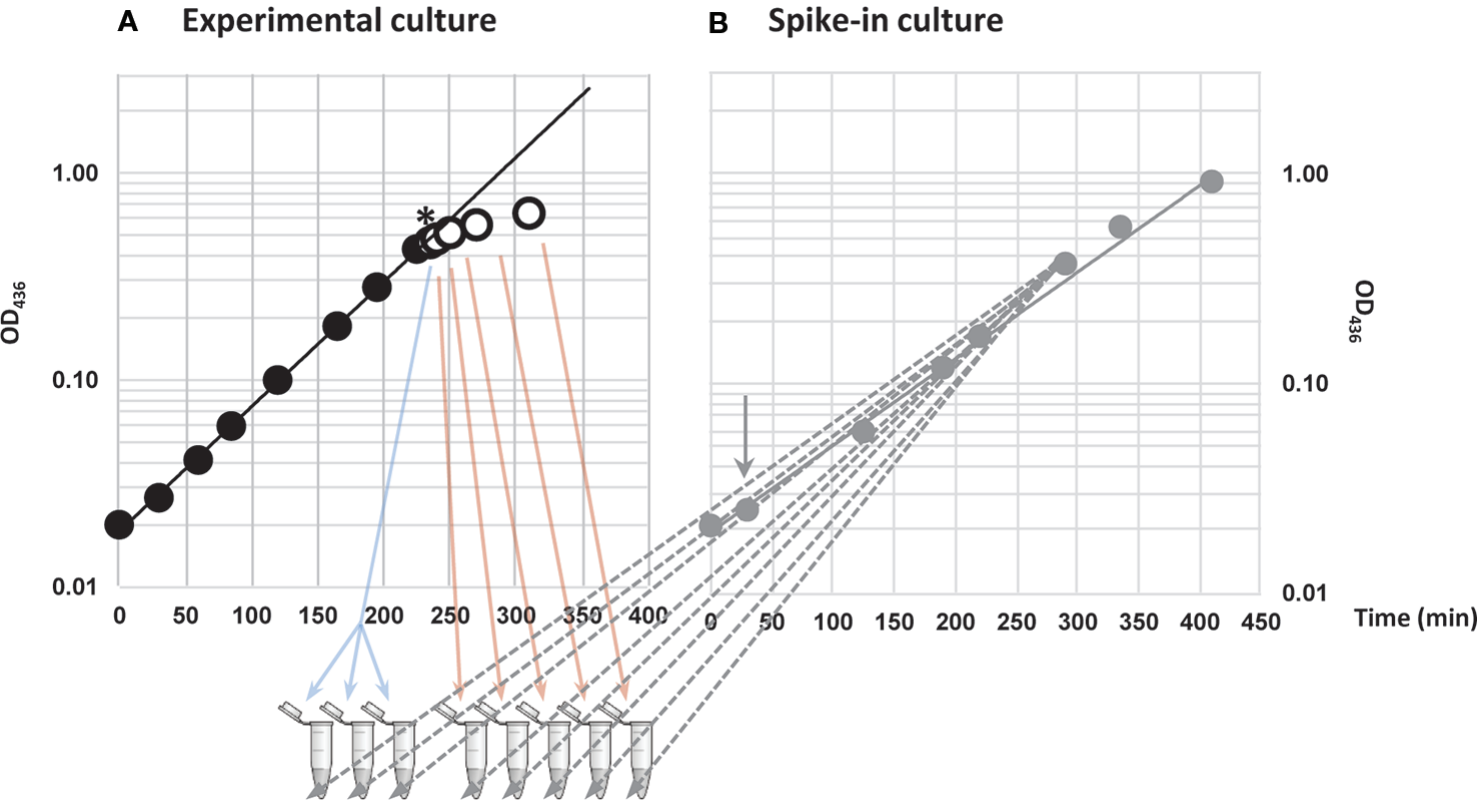
Provoking amino acid starvation and addition of spike-in cells to samples. **(A)** Cells were grown in steady state (closed circles) before induction of isoleucine starvation by addition of 400 μg/ml L-valine (denoted by *). Three steady-state samples (blue arrows) were harvested as reference immediately before addition of L-valine and five samples in total were harvested during starvation up to 80 min after the addition of L-valine (open circles and red arrows). **(B)** In parallel, an *E. coli* strain that carried an inducible plasmid expressing a *Vibrio cholerae* small RNA (sRNA) (*qrr2*), antisense-*lacI* and an antibiotic marker (*bla*) (gray closed circles) was grown as a spike-in culture. Addition of inducer (1 mM IPTG) is indicated with a gray arrow. The samples collected in **(A)** were spiked-in with 1% optical density (OD) units of the spike-in culture of cells harboring the plasmid (gray dashed arrows).

### Overview of Spike-In Methodology and RNAseq Data

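Total RNA was sequenced from 1 culture of E. coli K-12 strain MAS1081, a derivative of MG1655 grown in MOPS minimal medium with glucose. L-valine was added at 400 µg/ml, which blocks isoleucine synthesis because it inhibits the acetohydroxy acid synthases that this strain makes. 3 steady-state samples were taken just before valine, and 1 sample each at 5, 10, 20, 40 and 80 min after it, so the starvation times have no replicates. Before RNA extraction each sample received a small share of spike-in cells, E. coli BL21(DE3) with a plasmid that carries bla (ampicillin resistance), antisense lacI and qrr2, a small RNA of Vibrio cholerae. The authors made strand-specific libraries without rRNA depletion, aligned the paired reads with BWA 0.7.15.2 to the MG1655 genome and in parallel to the plasmid, and counted them with HTSeq 0.6.1p1. The deposited counts hold 24183866 to 25509112 reads on genes per steady-state library (median 25059549) and 21937445 to 25316104 per starvation library (median 24145603). The plasmid features gave 2609 to 4105 reads per library, which sets the precision of every scaled value. Starting from the counts, reads were scaled to the mean spike-in reads of the steady-state libraries, the spike-in reads being those on bla, antisense lacI and qrr2. The 3026 genes with at least 10 reads in at least 3 of the 7 libraries (20 min left out) were tested with edgeR's quasi-likelihood F test at an adjusted p of 0.05. Each starvation time was tested against the 3 steady-state libraries, and the single library was assumed to vary as they do (biological coefficient of variation 14.6%). The 4 starvation libraries were also tested as a group against steady state (38.7%), and 5 and 10 min against 40 and 80 min. Standard errors of log2 fold changes are the log2 fold change divided by the square root of F. The steady-state samples share a culture, so the p-values measure the spread between these samples, which need not include the spread between cultures. Reads carry no molecular identifiers, so the 95% intervals given for single libraries cover counting error only, and those of RNA pools only that of the spike-in reads unless the pool's reads are named. The median gene changed by −0.37 on the log2 scale over starvation and by −0.93 at 80 min, against −0.11 and −0.27 when reads were scaled to total reads, and the changes of single genes stand beside these shifts. Gene positions are those of the MG1655 assembly ASM584v2.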

RNAseq libraries were prepared from the eight samples collected during the isoleucine starvation time series. Illumina sequencing results produced 22 to 29 million reads per sample and the proportion of uniquely mapped reads to the *E. coli* genome (RefSeq NC_U00096.3) was at least 97.8% for all samples. The reads from each sample were mapped in parallel to the spike-in plasmid reference sequence (**Supplementary Table S1**). The volume of spike-in cells added to each sample prior to RNA purification was adjusted according to the samples' OD at the time of harvest, to ensure a constant ratio of spike-in cells to sampled cell mass (as measured by OD). We first assessed the spike-in method by calculating the ratio of spike-in reads to total reads. Thus, we could evaluate two parameters; i), how much the three steady-state replicate samples varied from each other and ii), whether the spike-in method indicated changes in total RNA levels during starvation. As seen in **Supplementary Figure S1A**, the ratio of plasmid reads to total reads of the three replicates taken during steady-state growth varied only by ~1%, indicating a high reproducibility of the data. In contrast, as starvation progressed within the 80-min time series, the ratio of plasmid reads/total reads increased, indicative of a decline in total RNA levels from the experimental samples, which is consistent with the net negative effect of ppGpp on the activity of RNA polymerase (Fiil et al., 1972; Sarubbi et al., 1988) and break-down of rRNA (Zundel et al., 2009; Fessler et al., 2020) and tRNA (Svenningsen et al., 2017) upon starvation. However, the correlation deviated from the expected ratio at the 20-min time point with approximately 30% from the trend. 

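Transcripts of bla, antisense lacI and qrr2, which only the spike-in cells carry, took a larger share of the reads late in starvation. They gave 107 ± 4.74 CPM, as counts over all reads on genes, in steady state (SD, n = 3), with the 3 libraries between 102 and 112. At 5 min of starvation they gave 111 CPM (95% Wilson interval 107 to 116) and at 10 min 115 (111 to 120). At 40 min they gave 132 (127 to 137) and at 80 min 170.0 (165 to 175), so both late libraries lay above each steady-state library. The coefficient of variation in steady state was 4.41%. qrr2 alone gave 141 to 215 reads per library up to 80 min. The paper's ratio rests on all reads mapped to the plasmid, whereas the values here rest on the 3 features.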

The deviation is most likely due to erroneous sampling, which results in a surge in the ratio of ribosomal reads to spike-in reads at the 20-min time point (**Supplementary Figure S1B**). The surge in rRNA mid-starvation is highly unlikely to have a biological explanation, given the negative effect of amino acid starvation and ppGpp production on rRNA synthesis (Sands and Roberts, 1952; Cashel and Kalbacher, 1970). Therefore, we regarded the 20-min time point as an outlier and did not include it in the further analysis of the transcriptome. 

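In the 20 min library, scaled to the 3 plasmid features, transcripts of dadA, gcvB and crp lay between their levels at 10 and 40 min. The mRNA of dadA, the D-amino acid dehydrogenase of alanine breakdown, gave 1365 scaled reads at 20 min, against 1433 at 10 min and 1081 at 40 min. The small RNA GcvB gave 111 scaled reads, against 213 and 93.4. The mRNA of crp, the cAMP receptor protein, gave 1820 scaled reads, against 2749 and 954. bla, antisense lacI and qrr2 together gave 116 CPM (95% Wilson interval 112 to 120). Per spike-in read, 16S and 23S rRNA stood at 93.6% of the steady-state mean, mRNA at 68.4% and tRNA at 17.9%. 5S rRNA did not lie between its neighbours, at 118.5% against 38.3% at 10 min and 58.6% at 40 min. This library took no part in the tests of starvation.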

We then proceeded with normalizing the sequencing reads to the spike-in RNA (here designated RPKSP, Reads Per Kilobase of gene per 10 kilobase of spike-in, see *Materials and Methods*). For comparison we also normalized the sequencing reads (excluding reads mapping to the spike-in plasmid) using the standard method that only takes into account the sequencing depth and gene length (RPKM, Reads per Kilobase Million).

### Hallmark Stringent Response Gene Regulation Is Captured With RNAseq

When *E. coli* experiences amino acid starvation, transcription of the protein synthesis machinery is adjusted within minutes to meet the lower demand for protein synthesis (Maaløe, 1979; Ryals et al., 1982; Nomura et al., 1984). This hallmark of the stringent response was clearly reflected in our transcriptomic data, shown in **Figure 2** by the mRNAs encoding ribosomal proteins and elongation factor Tu. **Figure 2** also shows that two extensively characterized promoters known to be activated by ppGpp, namely the *iraP* and *uspA* promoters (Nyström and Neidhardt, 1992; Bougdour et al., 2006; Vollmer and Bark, 2018), are up-regulated in this analysis. Thus, the ppGpp-mediated stringent response is activated upon L-valine-induced isoleucine starvation in our experiment, and the general trends are detected using both methods of data normalization (RPKSP and RPKM).

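Genes of the translation machinery fell and the mRNAs of 2 ppGpp-activated promoters rose. Of 54 ribosomal protein genes, 26 were lower than in steady state at 5 min, 52 at 10 min and 54 at both 40 and 80 min, with the same counts when adjusted over the list alone. Their median log2 change was −0.47 at 5 min, −1.82 at 10 min and −3.23 at 80 min. For the list at 80 min adjusted p was 0.0069 from fry, which tests whether its genes move one way. It was 0.48 from camera, which asks whether they move more than all other genes, with an estimated correlation between genes. Each list p-value given with an estimated correlation is from camera, so it answers another question than fry. rpsU, encoding ribosomal protein S21, fell by 3.74 on the log2 scale at 80 min (SE 0.21, adjusted p = 8.2e-07 from edgeR), and rpmH, encoding L34, fell by 3.51 (SE 0.16, adjusted p = 3.3e-07). The elongation factor Tu genes tufA and tufB, nearly identical copies that can share reads, fell by 2.44 (SE 0.15, adjusted p = 1.1e-06) and 2.75 (SE 0.16, adjusted p = 8.2e-07) at 80 min. At 5 min tufA fell by 0.38 (SE 0.13, adjusted p = 0.035), while tufB had a log2 change of −0.27 (SE 0.13, adjusted p = 0.12). Of 13 translation factor genes, 8 were lower at 5 min and 12 at 80 min (the same adjusted over the list alone), with a median of −2.38 at 80 min (adjusted p = 0.0069 from fry, adjusted p = 0.53 with an estimated correlation). Among them infA, encoding initiation factor IF1, fell by 3.34 at 80 min (SE 0.17, adjusted p = 5.4e-07). iraP (401386 to 401646), whose product stabilizes the sigma factor RpoS, rose from 41.5 ± 11.2 scaled reads (SD, n = 3) by 2.95 on the log2 scale at 5 min (SE 0.21, adjusted p = 1.4e-05 from edgeR) and stood at 1.74 at 80 min (SE 0.22, adjusted p = 1.1e-04). uspA (3640111 to 3640545), encoding universal stress protein A, rose by 1.59 at 5 min (SE 0.23, adjusted p = 4.9e-04) and by 1.83 at 10 min (SE 0.23, adjusted p = 1.2e-04), and its log2 change at 80 min was −0.06 (SE 0.25, adjusted p = 0.84). From the falling mRNAs of the ribosomal proteins and elongation factor Tu and the activation of iraP and uspA, the paper concludes that the stringent response is activated.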

**Figure 2:**
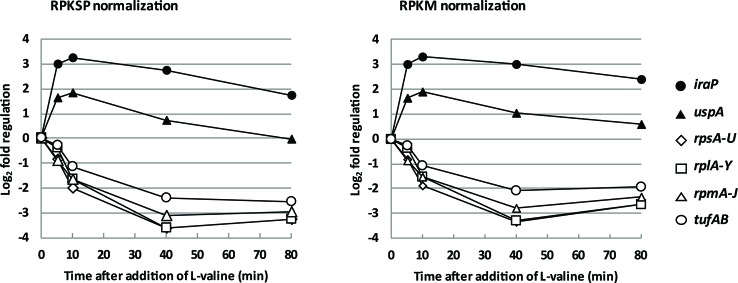
The messenger RNA (mRNA) encoding protein components of the protein synthesis machinery are rapidly down-regulated, and known ppGpp-controlled stress response proteins are rapidly up-regulated upon isoleucine starvation. The average levels of ribosomal protein mRNA reads during isoleucine starvation plotted as log_2_-fold change relative to pre-starvation levels (*rpsA-U*: open diamonds, *rplA-Y*: open squares, and *rpmA-J*: open triangles) as well as the average mRNA levels of elongation factor EF-Tu (*tufAB*: circles) and mRNA levels of the anti-adaptor protein, *iraP* (closed circles), and universal stress protein A, *uspA* (closed triangles).

### Ribosomal RNA Turnover Upon Isoleucine Starvation

Assessing the ribosomal RNAs, however, our spike-in-normalized data show that not only was the synthesis of rRNA down-regulated, but the levels of existing rRNA per OD unit of cells were substantially reduced upon isoleucine starvation. Specifically, after 80 min of starvation the levels of 16S and 23S rRNAs had decreased to approximately 70% of the pre-starvation level (**Figure 3A**, RPKSP). This behavior was only visible when we normalized the sequencing reads to levels of reads from the spike-in plasmid, and not to total reads (**Figure 3B**, RPKM). 

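16S and 23S rRNA, the large RNAs of the ribosomal subunits, were at 97.3% of the steady-state mean per spike-in read after 5 min of starvation (95% interval 93.7 to 101) and at 93.9% after 10 min (90.5 to 97.5). They were at 82.0% after 40 min (79.1 to 85.1) and at 63.2% after 80 min (61.3 to 65.2). The steady-state libraries had an SD of 4.77% (n = 3) and lay between 95.9 and 105.3%. At 80 min 16S rRNA stood at 60.8% and 23S rRNA at 65.6%. The 4 starvation libraries averaged 84.1 ± 15.4% (SD, n = 4), and a two-sided exact permutation test against steady state gave p = 0.11, where 0.057 is the smallest p that 3 libraries against 4 allow. 3 of the 4 starvation libraries lay below every steady-state library. At 80 min the value was 59.8% when scaled to bla alone, 64.8% with antisense lacI alone and 77.5% with qrr2 alone, which has the fewest reads of the 3. It was 106.6% when scaled to the chromosomal genes lacZ, lacY and lacA, which gave 25 reads or fewer per library and did not follow the plasmid features after rifampicin.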

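Divided by all reads on genes, 16S and 23S rRNA were at 101.0% of the steady-state mean after 5 min, 101.1% after 10 min, 100.7% after 40 min and 100.2% after 80 min. The mean over the 4 starvation libraries was 101 ± 0.417% (SD, n = 4), and the steady-state SD was 0.293% (n = 3). The two-sided exact permutation p was 0.11 on this scale too. tRNA, the carrier of amino acids to the ribosome, was at 27.4% after 5 min and 23.9% after 80 min per total read. mRNA was at 88.8% and 70.7% at the same times.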

In agreement with the RPKSP-normalized data, northern blots showed that 16S and 23S rRNAs decayed to approximately 60–80% of the pre-starvation level in the first 80 min after starvation (**Figures 3C, D**).

**Figure 3:**
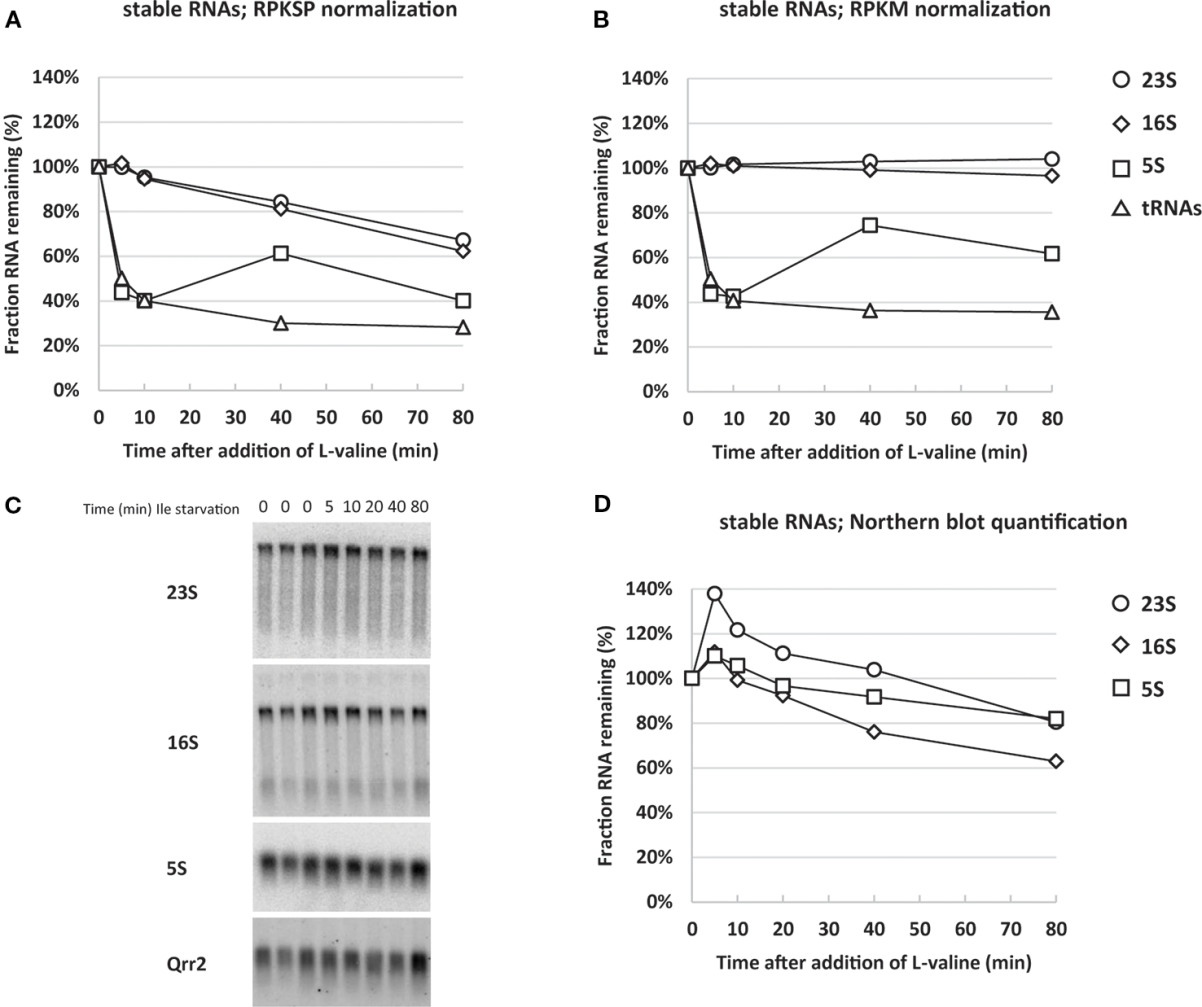
Normalizing RNA sequencing reads to spike-in RNA reveals that stable RNA levels are substantially reduced during isoleucine starvation. The average reads of stable RNA (23S; circles, 16S; diamonds, 5S; squares and transfer RNAs (tRNAs); triangles) during isoleucine starvation are shown relative to the average pre-starvation levels normalized with two different methods: **(A)** by spike-in cells (RPKSP, Reads Per Kilobase of gene per 10 kilobase of spike-in) and **(B)** by total reads (RPKM, Reads per Kilobase Million). **(C)** A 1% agarose gel was used for electrophoresis of total RNA from three samples harvested in steady-state growth before induction of isoleucine (Ile) starvation (0 time points) and during starvation (5, 10, 20, 40, 80 min time points). The resulting blot was probed for 23S, 16S, 5S, and the spike-in-cell-specific RNA Qrr2 as indicated. **(D)** The levels of stable RNA (23S; circles, 16S; diamonds, 5S; squares) were quantified by normalizing to Qrr2 from the spike-in cells and shown relative to the average of the three RNA samples harvested prior to starvation. The quantified and normalized data originates from the blot in panel **(C)**.

While there is good agreement between the two methods for 16S and 23S rRNA, there is a discrepancy in the quantification of 5S rRNA levels. In the northern blot analysis, 5S levels declined to approximately 80% after 80 min, whereas RNAseq reads indicate a decline to approximately 40% of the pre-starvation level. We suspect that the lower levels of 5S reads is likely a consequence of a higher number of mapping errors for short RNAs in the RNAseq pipeline, as we noticed a general increase in the variation between the triplicate steady-state samples for reads mapping to short genes (<0.2 kb) (**Supplementary Table S2**). 

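5S rRNA, the short RNA of the large ribosomal subunit, is encoded by 8 gene copies, rrfA to rrfH. Per spike-in read it stood at 40.8% of the steady-state mean after 5 min of starvation, 38.3% after 10 min, 58.6% after 40 min and 37.7% after 80 min (95% interval 36.6 to 38.9). The steady-state mean is set by replicate 3, in which the copies gave 31357 reads, against 5538 in replicate 1 and 3996 in replicate 2. Each copy was higher in replicate 3, from 2.41-fold for rrfA to 17.1-fold for rrfG over the mean of the other two replicates. Relative to the mean of replicates 1 and 2 alone, 5S rRNA was at 111% after 80 min, so leaving out replicate 3 turns the direction. A two-sided exact permutation test of steady state against starvation gave p = 0.74 (n = 3 and 4). Short genes varied more between the steady-state libraries. Of 220 genes under 200 bp, 71.8% had a coefficient of variation above 20%, against 41.1% of 3739 longer genes. The 2 groups were not matched for read counts, so the comparison cannot tell an effect of length from one of few reads.

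**Figure D1:**
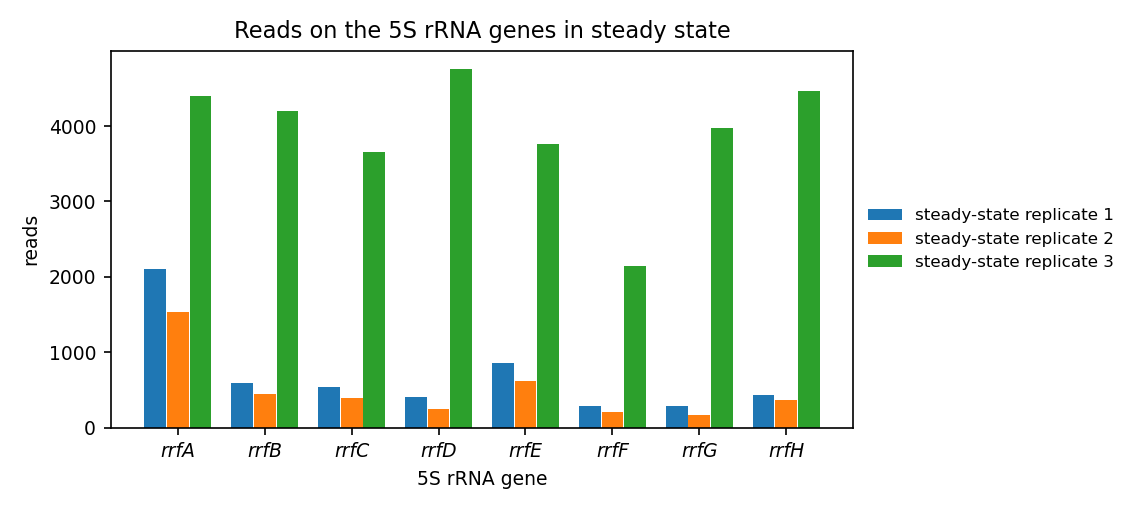
Reads on each of the 8 gene copies of 5S rRNA in the 3 steady-state libraries. All copies give more reads in replicate 3 than in replicates 1 and 2, from 2.41-fold for rrfA to 17.1-fold for rrfG.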

As a further quantification control, we assessed the RNA samples by qRT-PCR for the levels of 5S. The qRT-PCR data verified the magnitude of 5S decline shown in the northern blots (**Supplementary Figure S2**), confirming that 5S was unreliably quantified in the RNAseq pipeline. Collectively, the RPKSP-normalized transcriptome, the northern blots, and the qRT-PCR assay, validate that rRNA levels decrease substantially during the early response to isoleucine starvation.

### Transfer RNA Turnover Upon Isoleucine Starvation

A rapid reduction in tRNA levels upon L-valine-induced isoleucine starvation as well starvation for other amino acids was reported previously, but the kinetics of tRNA disappearance shown in **Figure 3** are much faster than expected from northern blot experiments (Svenningsen et al., 2017), regardless of the method of normalization. In addition, the concentration of tRNA is highly underestimated by the RNAseq method as a molar ratio of about 10 tRNAs per ribosome is expected (Dong et al., 1996), but we only detected 0.003 tRNA per rRNA by RNAseq during steady-state growth (**Supplementary Table S3**). 

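Reads on the 86 tRNA genes dropped within 5 min of valine. Per spike-in read tRNA stood at 26.4% of the steady-state mean after 5 min (95% interval from the tRNA reads 24.6 to 28.3), 18.3% after 10 min (16.8 to 19.9), 14.9% after 40 min (13.5 to 16.3) and 15.0% after 80 min (13.9 to 16.2). The steady-state libraries had 2759, 2774 and 3214 tRNA reads and an SD of 11.2% (n = 3). The 4 starvation libraries averaged 18.6 ± 5.39% (SD, n = 4), and each lay below every steady-state library (two-sided exact permutation p = 0.057, the smallest that 3 against 4 allow). In steady state there were 0.00348 ± 0.000233 tRNA per 16S and 23S rRNA (SD, n = 3), from reads per kilobase of gene.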

The low detection of tRNAs is reportedly due to the difficulties in reverse transcription of the highly modified tRNA to cDNA (Motorin et al., 2007). While tRNA is quantified independently of its modification status in northern blots, here it is not, and we therefore expect newly transcribed hypomodified tRNA to be overrepresented in the RNAseq analysis. This could explain why tRNA “disappears” fast (within 5 min of the onset of starvation; **Figure 3**) as transcription of tRNA genes is curtailed by the stringent response, so the pool of hypomodified tRNA is expected to decrease very fast upon starvation and enter the pool of poorly detected mature tRNA. Indeed, treatment of the starved culture with the transcription initiation inhibitor rifampicin, which terminates initiation of RNA synthesis, resulted in an additional decrease in tRNA-mapped reads down to just 2% of the pre-starvation level, supporting that very little mature tRNA was detected by RNAseq (**Figure 4**), while previous northern blot experiments showed at least 20% retention of tRNA 80 min after rifampicin treatment (Svenningsen et al., 2017). By contrast, the profile of rRNA levels per OD unit of culture remained nearly undisturbed during the rifampicin treatment (**Figure 4**).

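tRNA reads fell to a small remainder after rifampicin, which blocks the start of transcription. The data are 4 libraries of the same starved culture, taken 10, 15, 25 and 45 min after 300 µg/ml rifampicin was added right after the 80 min sample, with 1 library per time. They were spiked, sequenced and counted by the authors in the same way as the starvation samples. The deposited counts hold 23014453 to 29306352 reads on genes per library (median 28409411) and 3842 to 5411 reads on bla, antisense lacI and qrr2. Reads on the 86 tRNA genes, scaled to these 3 plasmid features, were at 11.0% of the steady-state mean 10 min after rifampicin (95% interval from the tRNA reads 10.1 to 11.9). They were at 4.75% after 15 min (4.12 to 5.46), 1.72% after 25 min (1.40 to 2.09) and 1.84% after 45 min (1.50 to 2.22). The last library held 106 tRNA reads. All 4 values lie below the 15.0% of the 80 min starvation library. The tRNA pool after rifampicin was not tested against the starvation series. The paper takes the additional decrease under rifampicin as support for the view that RNA sequencing picked up very little mature tRNA.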

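16S and 23S rRNA stayed near their level at the end of starvation for the whole rifampicin treatment. Per spike-in read they were at 64.0% of the steady-state mean 10 min after rifampicin (95% interval 62.2 to 65.8), 65.8% after 15 min (63.8 to 67.9), 58.9% after 25 min (57.3 to 60.5) and 58.6% after 45 min (57.1 to 60.2). The 80 min starvation library stood at 63.2%, and the steady-state libraries had an SD of 4.77% (n = 3). None of the 4 values differs from the 80 min value by more than that SD, which belongs to libraries at a higher level. The intervals at 25 and 45 min lie below that of the 80 min library (61.3 to 65.2). rRNA made up 97.6% of the reads on genes 10 min after rifampicin and 99.6% after 45 min.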

**Figure 4:**
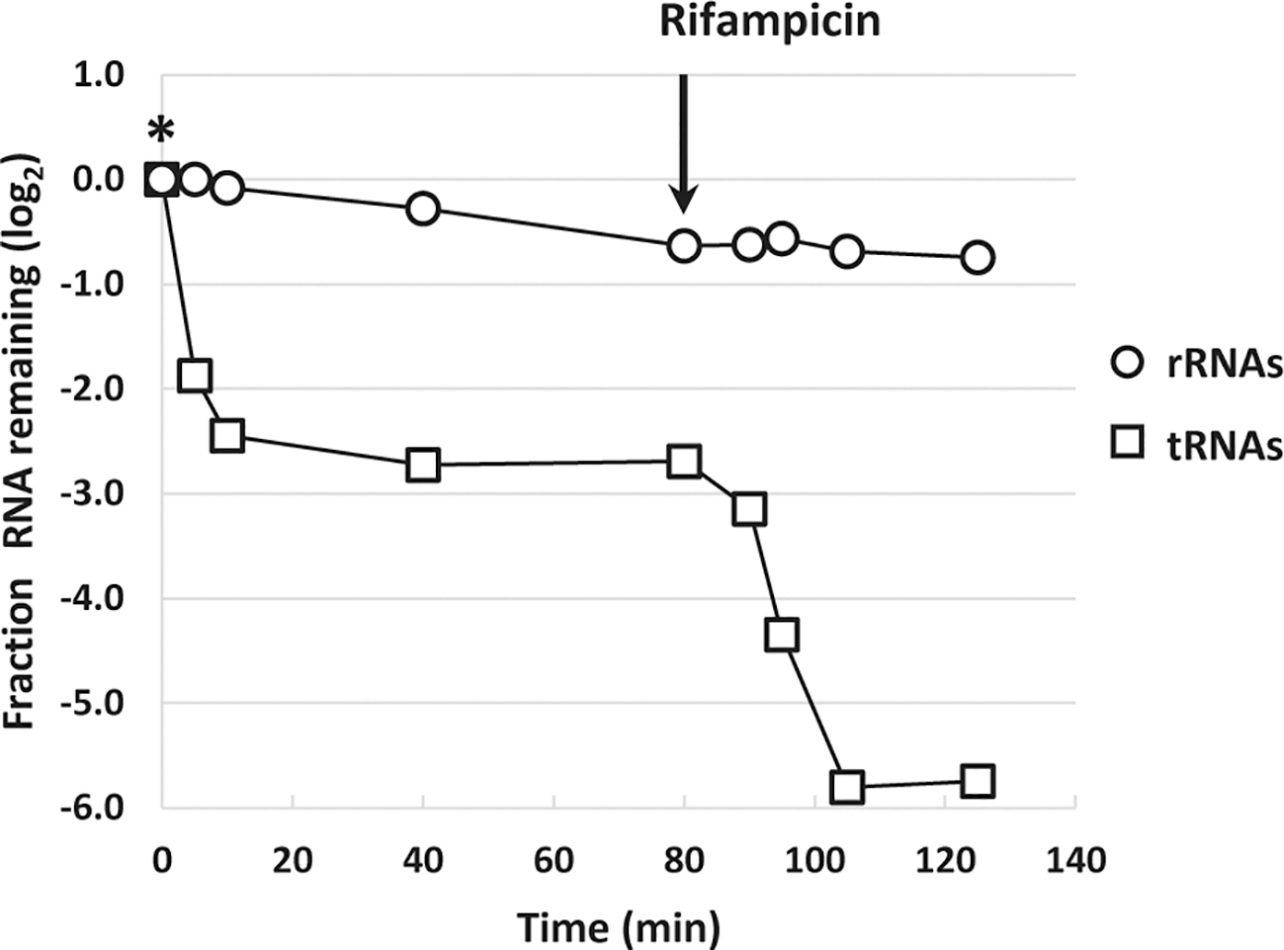
Inhibition of transcription leads to diminished levels of transfer RNA (tRNA)-mapped reads. The sum of reads mapped to ribosomal RNA (rRNA) genes (open circles) and the sum of reads mapped to tRNA genes (open squares) during isoleucine starvation are shown as the log_2_-fold change relative to their pre-starvation levels (L-valine addition denoted by *). Immediately after the last isoleucine starvation sample was harvested at 80 min, 300 μg/ml rifampicin was added to the culture to block transcription initiation. Samples were harvested 10, 15, 25, and 45 min after rifampicin addition.

### Changes in the Size of the Total Messenger RNA Pool Upon Isoleucine Starvation

The whole-cell spike-in method in combination with RNAseq allowed us to estimate the kinetics of the reduction in the total mRNA pool during starvation (**Figure 5**). This estimate is unique in that it yields direct information on mRNA abundance per OD unit of bacterial culture under starvation relative to steady-state levels, whereas previous estimates were based on the change in synthesis rates of stable RNA relative to total RNA (R_S_/R_T_) during starvation (Ryals et al., 1982), or the addition of synthetic RNA spike-in after the preparation of sample RNA (see e.g., Schena et al., 1995; Gorochowski et al., 2019). It is well known that the promoter selectivity and the initiation frequency of RNA polymerase changes as a function of the ppGpp concentration (Kajitani and Ishihama, 1984; Sanchez-Vazquez et al., 2019) and that ppGpp switches RNA polymerase onto stress-related genes rather than genes for components of the translational apparatus (as illustrated in **Figure 2**). It has also been shown that the processivity of the RNA polymerase is negatively affected by the concentration of ppGpp (Kingston and Chamberlin, 1981; Kingston et al., 1981; Sørensen et al., 1994; Vogel and Jensen, 1994; Roghanian et al., 2015). In the present set of data (**Figure 5**) we can see how these effects of reduced RNA polymerase initiation frequency, processivity, and altered promoter selectivity combined to reduce the total mRNA pool to about 70% already after 10 min of starvation, and reduced it by half after 80 min (**Figure 5** **and** **Supplementary Table S4**).

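The mRNA pool shrank throughout starvation. Reads on the 4096 mRNA genes of the files, per spike-in read and summed per kilobase of gene, were at 85.6% of the steady-state mean after 5 min (95% interval 82.5 to 88.9) and 71.2% after 10 min (68.6 to 73.9). They were at 58.2% after 40 min (56.1 to 60.3) and 44.7% after 80 min (43.4 to 46.1). The steady-state libraries had an SD of 2.81% (n = 3). The 4 starvation libraries averaged 64.9 ± 17.5% (SD, n = 4), and each lay below every steady-state library (two-sided exact permutation p = 0.057, the smallest that 3 against 4 allow). At 80 min the pool was at 70.7% per total read and at 74.9% when scaled to the few lacZ, lacY and lacA reads.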

**Figure 5:**
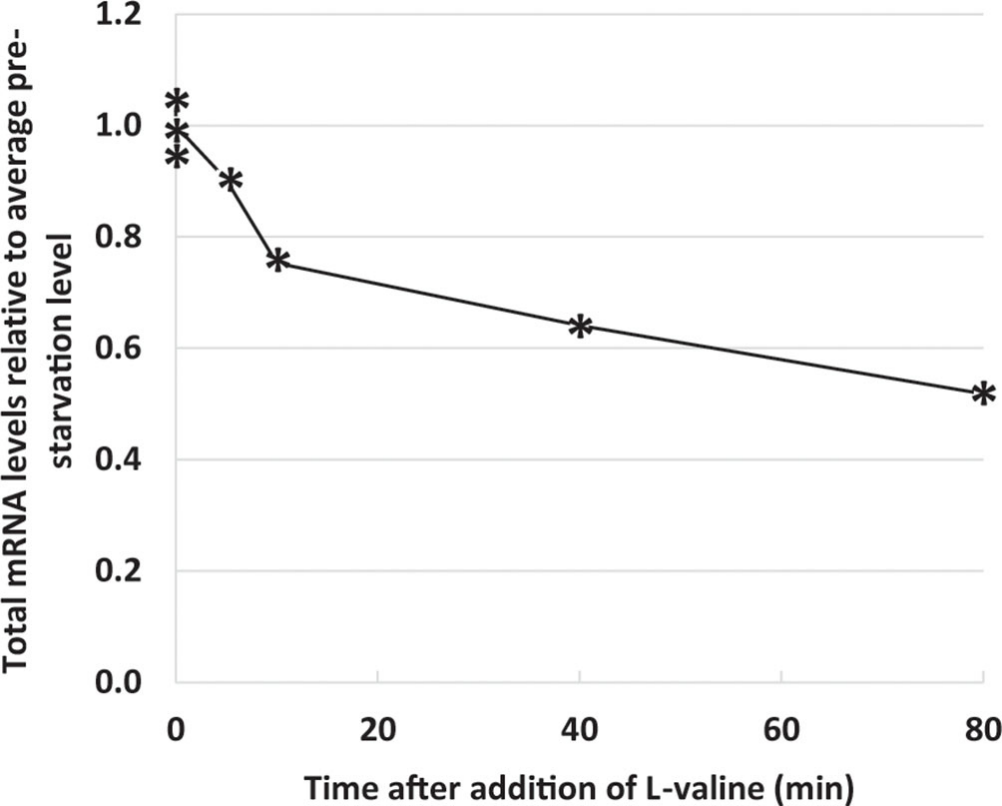
Total messenger RNA (mRNA) levels decrease during starvation. Reads mapping to 129 noncoding RNAs [ribosomal RNA (rRNA), transfer RNA (tRNA), small regulatory RNAs, and the RNA component of RNase P] were removed from the filtered **Supplementary Data Sheet 1** to yield the mRNA dataset (**Supplementary Table S4**). The sum of reads mapped to the 3.919 mRNA genes during isoleucine starvation are plotted relative to the average of their pre-starvation levels.

In summary, the spike-in methodology allowed us to quantify the change in the pools of rRNA and mRNA upon isoleucine starvation and subsequent rifampicin treatment, while tRNA could not be reliably quantified using this method. Northern blot analysis confirmed the decrease in rRNA shown by RPKSP normalization (**Figure 3C**). The underlying reason that RPKSP reveals this decrease while RPKM normalization does not, is that since the rRNA comprises ~85% of total RNA in the cell (on average 89% of the total reads in our samples), a decrease in rRNA will result in an almost equivalent decrease in the total RNA. Therefore, a normalization method that relies on sequencing depth will i) mask changes in very abundant rRNAs, ii) underestimate the magnitude of the change in RNAs that change in the same direction as the very abundant RNA, and iii) overestimate the magnitude of the change in RNAs that change in the opposite direction of the very abundant RNA.

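rRNA genes took 95.7 to 96.0% of the reads on genes in the 3 steady-state libraries. Their share was 96.5% after 5 min of starvation, 96.9% after 10 min, 97.0% after 20 min and 97.1% after 40 and 80 min. The mean over the 8 libraries was 96.5%. The shares are over all reads on the 4271 genes of the deposited counts, of which 22 are rRNA genes.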

### Transcriptome-Wide Response to Amino Acid Starvation Induced by L-Valine

The sequencing results for individual genes are available in **Supplementary Data Sheet 1** (RPKSP-normalized) and **Supplementary Data Sheet 2** (RPKM-normalized) as the RNA abundance levels (normalized reads per gene) for each time point as well as the log_2_–fold difference in RNA abundance levels at each time point of starvation and rifampicin treatment, relative to the average of the three steady-state samples. **Supplementary Tables S5** and **S6** are alphabetic lists of RPKSP- and RPKM-normalized genes, that are up- or down-regulated more than two-fold at the 80-min starvation time point relative to the average of the three steady-state time points. Finally, **Supplementary Tables S8** and **S9** report the 100 RPKSP-normalized genes most strongly activated and repressed, respectively, upon isoleucine starvation.

The difference in the outcomes of the two normalization methods for L-valine-induced isoleucine starvation was assessed by plotting the 10 and 80 min time points relative to the average of the three steady-state samples (**Figures 6A, B**). We apply a two-fold regulatory threshold (Wren and Conway, 2006) to ease comparison between our data sets and the most relevant literature (Traxler et al., 2011; Sanchez-Vazquez et al., 2019). As shown in **Figure 6**, RPKM normalization underestimates the number of down-regulated genes in the stringent response compared to normalization to the spike-in reads (RPKSP). This effect is more pronounced as starvation progresses. 

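More genes were lower than higher after 10 and 80 min of starvation when counts were scaled to the 3 plasmid features together or to total reads. With RPKSP, the authors' unit of reads per kilobase of gene over spike-in reads, recomputed from the counts with the 3 plasmid features, 1093 of 3933 genes were at least 2.0-fold lower at 10 min and 737 at least 2.0-fold higher. With RPKM, scaled to total reads, these counts were 999 and 848. At 80 min RPKSP gave 1673 of 3940 genes lower and 459 higher, and RPKM gave 968 lower and 905 higher. With bla alone the 10 min RPKSP counts were 1158 lower and 697 higher and with antisense lacI alone 1071 and 754, but with qrr2, which has few reads, they turn to 835 and 1058 (edgeR 696 and 766). With the few reads of chromosomal lacZ, lacY and lacA they turn to 874 and 1001 at 10 min and to 900 and 969 at 80 min. The median ratio of the RPKSP fold to the RPKM fold was −0.10 on the log2 scale at 10 min and −0.66 at 80 min. It is not exactly the same for every gene, since each steady-state library is scaled by its own factor. edgeR, which tests each gene, called 980 of 3026 genes lower and 572 higher at 5 min, and 1136 lower and 678 higher at 10 min. It called 1374 lower and 596 higher at 40 min (30.3% of the calls higher, against 40.9% with total reads). At 80 min it called 1710 lower and 404 higher (19.1% higher), against 1091 lower and 710 higher with total reads (39.4% higher). Over the 4 starvation libraries together it called 918 lower and 371 higher (28.8% higher), against 814 and 587 with total reads (41.9% higher). TMM and DESeq2 size factors, which take most genes as unchanged, turn the larger side, with 662 lower and 791 higher (54.4% higher) and 703 and 757 (51.8%). Without a steady-state replicate these 2 counts were 561 to 623 lower and 182 to 209 higher. Without the 10, 40 or 80 min library 773, 783 or 843 genes were lower and 293, 278 or 446 higher, and without the 5 min library 1161 and 443.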

RPKM normalization fails to detect 40% of the ≥ 2.0 fold down-regulated genes at 80 min post starvation, which are detected with RPKSP normalization (**Figure 6**). By contrast, RPKM overestimates the number of genes induced ≥2 fold by >40% at the 80 min time point, compared to RPKSP normalization (**Figure 6B**). 

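Scaling to total reads left out genes that fell and added genes that rose. At 80 min RPKM missed 42.1% of the genes that RPKSP counted as at least 2.0-fold lower, against 8.60% at 10 min. RPKM added 446 genes at least 2.0-fold higher at 80 min, which is 97.2% of the RPKSP count and 49.3% of the RPKM count. At 10 min it added 111. The share missed at 80 min was 26.6% with qrr2 alone as the spike-in and 0 with lacZ, lacY and lacA.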

While the number of genes that qualify for the ≥2 fold up- or down-regulation cut-off clearly differ substantially between the two normalization methods, we emphasize that the identity of the most strongly regulated genes is independent of the normalization method. Thus, the 970 genes that could be identified as ≥2-fold down-regulated in the RPKM-normalized data set despite the tendency for this method to overestimate gene expression late in starvation relative to the steady state, form the most strongly down-regulated subset of the 1642 genes that were identified as ≥2-fold down-regulated after application of the RPKSP correction, and *vice versa* for the up-regulated genes (**Supplementary Tables S5** and **S6**). 

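The 2 scalings rank genes alike, since they differ by 1 factor per library. At 80 min all 968 genes that RPKM counted as at least 2.0-fold lower were among those that RPKSP counted, and all 459 that RPKSP counted as higher were among those of RPKM, with 0 genes in opposite directions. metE, encoding the cobalamin-independent methionine synthase, fell by 8.91 on the log2 scale at 80 min (SE 0.22, adjusted p = 5.1e-08 from edgeR), from 22660 ± 1286 scaled reads in steady state (SD, n = 3) to 46.9. gatB, encoding a component of the galactitol phosphotransferase system, fell by 8.22 (SE 0.51, adjusted p = 1.2e-06). ydeI rose by 5.37 (SE 0.32, adjusted p = 1.1e-06) and yohC, encoding an inner membrane protein, by 5.34 (SE 0.22, adjusted p = 2.7e-07). yjbJ, a gene of the RpoS regulon, rose by 5.11 (SE 0.22, adjusted p = 2.9e-07), and narU, encoding a nitrate and nitrite transporter, by 4.79 (SE 0.29, adjusted p = 1.0e-06). purE, malK and borD had 0 reads at 80 min and are given no fold. Values of Tables S8 and S9 had been seen when the rule for naming genes was written.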

From this result, it is evident that the method of normalization is critical for the interpretation of changes in RNA levels when cells experience a shift in growth condition. In the remainder of the manuscript, we therefore focus on the RPKSP-normalized data set as we analyze the transcriptomic response to amino acid starvation induced by L-valine.

**Figure 6:**
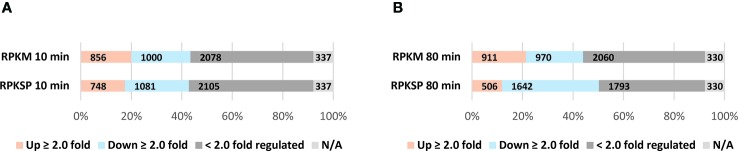
Applying the spike-in methodology alters the proportions of up- and down-regulated genes observed during isoleucine starvation. Normalization was done by two different methods; RPKM (Reads Per Kilobase Million) and RPKSP (Reads Per Kilobase of gene per 10 kilobase of spike-in). RNAs that showed >2-fold change at **(A)** 10 min and **(B)** 80 min after starvation relative to the average of the three samples harvested immediately before isoleucine starvation are denoted in orange bars (≥ 2.0 fold up-regulated) and blue bars (≥ 2.0 fold down regulated). Genes that were < 2.0-fold regulated genes are shown in dark gray bars. N/A: not included in the analysis either because the reads in the triplicate steady state samples were filtered out (see *Materials and Methods*), or gene reads were not detected in either steady-state growth or starvation (light gray bars).

### Two Temporal Profiles Account for the Majority of Gene Expression Changes

To explore trends in the transcriptome response to isoleucine starvation in general terms, a principal component analysis (PCA) was carried out. PCA is a statistical procedure that uses linear transformations of the original data (relative abundance of each RNA at the seven time points, see *Materials and Methods*) to define a set of new, orthogonal variables that reduce the number of variables needed to describe the data set. We found that the first two components of the analysis account for 69% of the variability of the data. 

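The largest part of the variation between libraries lay between steady state and starvation, and the next part between early and late starvation. A principal component analysis of 4108 genes in 7 libraries, each gene divided by its mean over the libraries, gave a first component (PC1) with 47.4% of the variance (95% bootstrap interval over genes 45.8 to 49.3) and a second (PC2) with 19.0% (18.1 to 20.0). Together they held 66.4% (64.8 to 68.1). PC1 weighted the steady-state replicates at −0.37, −0.44 and −0.46 and the libraries at 5, 10, 40 and 80 min at 0.15, 0.34, 0.47 and 0.31. PC2 weighted the steady-state replicates at −0.04, −0.10 and −0.09, the 5 and 10 min libraries at 0.66 and 0.42 and the 40 and 80 min libraries at −0.49 and −0.36. The next component, with 10.6%, set replicate 3 of steady state (0.78) apart from the others (−0.46 and −0.39).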

The temporal profile of these two components (PC1 and PC2) are shown in**Figures 7A, B** respectively, and PC1 and PC2 scores for each individual gene is provided in **Supplementary Table S7**. The PC1 vector, which accounts for 48% of the variability, describes genes that do not show variation among the three steady-state samples, change abruptly in response to the addition of L-valine, and remain at the new level throughout the duration of the starvation. An example of a gene with a high positive PC1 score is *uspB*, encoding the universal stress protein B, which is known to be induced by starvation (Farewell et al., 1998). 

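uspB lies from 3639385 to 3639720, next to uspA, and encodes a membrane protein needed for ethanol resistance in stationary phase. Its reads, scaled to the spike-in, were 25.7 ± 5.63 in steady state (SD, n = 3) and 158 at 5 min, 337 at 10 min, 339 at 40 min and 178 at 80 min. It rose by 2.61 on the log2 scale at 5 min (SE 0.21, adjusted p = 2.4e-05 from edgeR), by 3.71 at 40 min (SE 0.19, adjusted p = 5.2e-07) and by 2.79 at 80 min (SE 0.20, adjusted p = 2.3e-06). Its PC1 score of 2.35 is at the 99.1 percentile of 4108 genes.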

Like PC1, the PC2 vector describes genes that do not vary among the three steady-state samples, and change abruptly in response to the addition of L-valine. But in contrast to PC1, the RNA level for genes with a high positive PC2 score show a surge at the 5 min time-point followed by a drop as starvation continues. An example of such a gene is *crp*, encoding the cAMP-binding global transcriptional regulator CRP. **Figure 7C** shows all 4,048 genes in the transcriptome analysis plotted according to their PC1 and PC2 scores (colored dots). 

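crp lies from 3486120 to 3486752, and its product regulates genes of carbon catabolism with cAMP. Its reads, scaled to the spike-in, were 744 ± 51.2 in steady state (SD, n = 3), 3012 at 5 min, 2749 at 10 min, 954 at 40 min and 464 at 80 min. It rose by 2.02 on the log2 scale at 5 min (SE 0.15, adjusted p = 1.6e-05 from edgeR) and by 1.89 at 10 min (SE 0.15, adjusted p = 9.1e-06). At 40 min its log2 change was 0.36 (SE 0.16, adjusted p = 0.073), and at 80 min it fell by 0.68 (SE 0.17, adjusted p = 0.0054), less than the median gene. Early and late starvation differed by 2.02 (SE 0.35, adjusted p = 0.0011). Its PC2 score of 1.69 is at the 98.8 percentile of 4108 genes.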

The temporal profiles for selected values of PC1 and PC2 are shown as eight inserts at the corresponding positions on the graph. For example, the insert at position (−4;0) depicts a gene with a temporal profile that is strongly negatively correlated with the PC1 profile shown in **Figure 7A**. 

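carA (29651 to 30799) and carB (30817 to 34038) encode the small and large subunits of carbamoyl phosphate synthetase, which supplies both arginine and pyrimidine synthesis, and both fell under starvation. carB had 2046 ± 42.0 scaled reads in steady state (SD, n = 3), 524 at 5 min, 47.3 at 10 min, 32.4 at 40 min and 16.9 at 80 min. It fell by 1.97 on the log2 scale at 5 min (SE 0.18, adjusted p = 4.4e-05 from edgeR) and fell by 6.91 at 80 min (SE 0.25, adjusted p = 2.1e-07). carA, upstream in the same operon, had 890 ± 98.4 scaled reads in steady state (SD, n = 3) and fell by 6.35 at 5 min (SE 0.27, adjusted p = 1.1e-06) and fell by 7.49 at 10 min (SE 0.31, adjusted p = 4.0e-07). The PC1 score of carB, −2.28, is at the 1.38 percentile of 4108 genes, and that of carA, −2.61, at the 0.0609 percentile.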

An example of such a gene is *carB*, encoding a component of carbamoyl phosphate synthetase, which is involved in arginine biosynthesis from ornithine (see also **Figure 8C**). The gene *arnA* encoding a key enzyme in outer membrane lipid A modification (Williams et al., 2005), is an example of a gene with a negative correlation to the PC2 profile. Specifically, *arnA* mRNA was quite abundant during steady-state growth, dropped 15-fold at 5 minutes after starvation, and returned to steady-state levels after 40 min of starvation. 

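arnA (2368039 to 2370021) belongs to the operon that adds 4-amino-4-deoxy-L-arabinose to lipid A, a change that protects against cationic peptides. It had 252 ± 22.0 scaled reads in steady state (SD, n = 3), 15.7 at 5 min, 45.3 at 10 min, 307 at 40 min and 302 at 80 min. It fell by 4.00 on the log2 scale at 5 min (SE 0.24, adjusted p = 5.7e-06 from edgeR) and fell by 2.47 at 10 min (SE 0.20, adjusted p = 9.4e-06). At 40 and 80 min its log2 changes were 0.29 (SE 0.14, adjusted p = 0.11) and 0.26 (SE 0.14, adjusted p = 0.12). Of 7 genes of this pathway tested, 6 were lower at 5 min, the same adjusted over the list alone, with a median of −2.43 (adjusted p = 0.028 from fry, adjusted p = 0.47 with an estimated correlation). arnB, the first gene of the operon, did not follow arnA, and rose by 1.02 at 5 min (SE 0.15, adjusted p = 6.8e-04) and by 2.50 at 10 min (SE 0.14, adjusted p = 1.8e-06). ugd, encoding the UDP-glucose dehydrogenase that feeds the pathway, fell by 1.12 at 5 min (SE 0.32, adjusted p = 0.016). At 80 min 2 of the 7 genes were higher and 2 lower (1 and 2 adjusted over the list alone), and the sign of the median there turns with the scaling. The PC2 score of arnA, −1.47, is at the 2.74 percentile of 4108 genes.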

The temporal profile of *uspB*, *crp*, *carB*, and *arnA* were confirmed by qRT-PCR and show similar relative expression profiles as the RPKSP-normalized sequencing data (**Supplementary Figure S3**).

**Figure 7:**
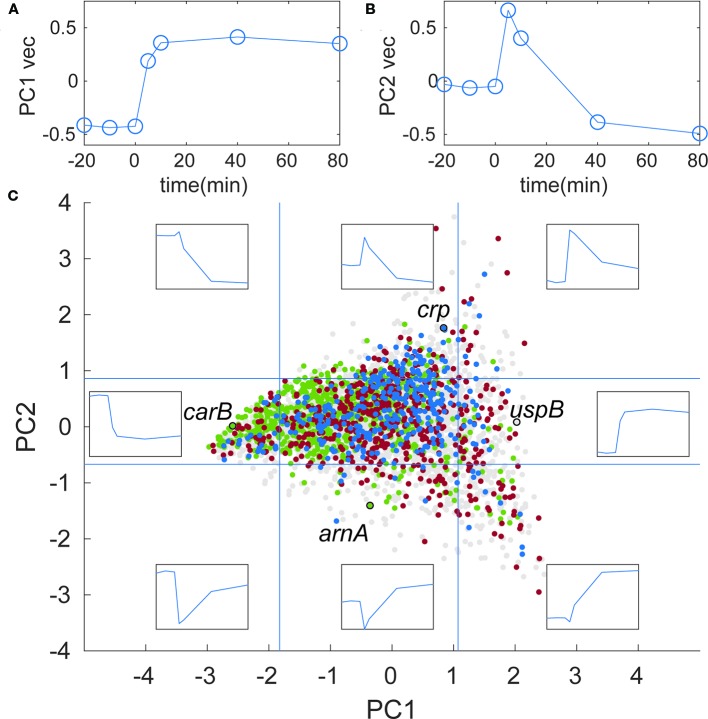
Two distinct temporal profiles account for the majority of gene expression changes in the stringent response transcriptome. **(A)** Temporal profile of the PC1 vector. The three steady-state samples are artificially displayed between time −20 and 0 to better illustrate the shape of the vector. Units on the y-axis are arbitrary units of normalized RNA levels, as described in *Materials and Methods*. **(B)** Temporal profile of the PC2 vector; **(C)** 4,048 genes plotted according to their PC1 and PC2 values. Inserts show temporal profiles at the corresponding coordinates, e.g., the top left insert shows the profile for PC1 = −3 and PC2 = 3. Vertical blue lines indicate the cut-off values for genes in the subset with 10% highest and lowest PC1 values used for enrichment analysis. Horizontal blue lines indicate the same for the PC2 values. Each data point corresponds to a gene and is colored according to the parent GO term it belongs to. Since some genes belonged to more than one category, the coloring was layered so that the final graph displays the smallest category the data point belongs to: all data points (4,048 points) light gray; biosynthetic process (975 points) green; response to stress (578 points) red; regulation of transcription, DNA-templated (349 points), blue. The points corresponding to the genes mentioned in the main text are highlighted with black open circles and labeled with the gene names.

**Figure 8:**
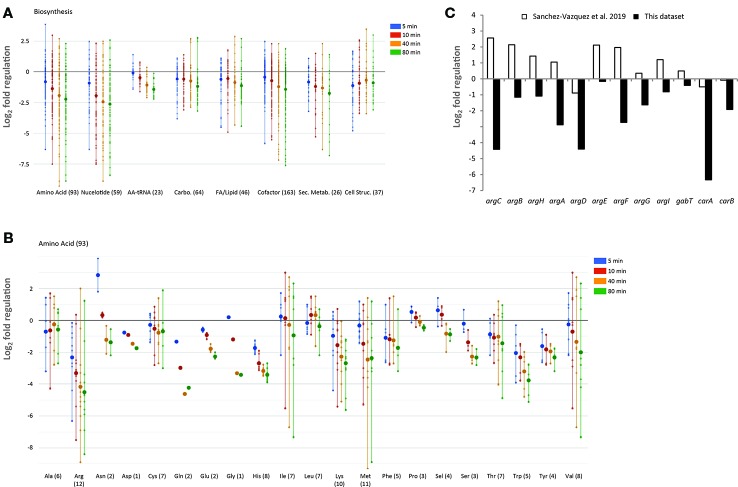
Regulation of biosynthetic genes upon L-valine-induced isoleucine starvation. **(A)** Temporal profile of biosynthetic genes as displayed by the “Omics Dashboard” tool (Paley et al., 2017). Each gene in a class is represented by a dot for each of the four time-points during starvation (5, 10, 40, and 80 min) The position on the y-axis indicates the log2-fold change in RNA level relative to the average of the three steady-state samples. The large circles represent the average change of genes in each category at each time point. Genes are classified as belonging to amino acid biosynthesis, nucleoside and nucleotide biosynthesis, carbohydrate biosynthesis, fatty acids and other lipids biosynthesis, aminoacyl-tRNA synthetases, biosynthesis of small molecules (co-factors, prosthetic groups, electron carriers, and vitamins) that participate in enzyme reactions, biosynthesis of secondary metabolites, and biosynthesis of cell structural elements (mainly cell wall). A gene can be assigned to more than one class. The number of genes in each class is indicated in parentheses. **(B)** Temporal profile of biosynthetic genes belonging to the sub-system amino acid biosynthesis. **(C)** Change in messenger RNA (mRNA) level of genes in the arginine biosynthesis pathway 5 min after addition of L-valine, relative to the average of the three steady-state samples (black bars). White bars show the relative change of the same mRNAs 5 min after ectopic induction of high levels of ppGpp produced by a constitutive variant of *relA* as reported by Sanchez-Vazquez et al. (2019).

To explore whether general trends could be discerned in terms of the biological processes associated with temporal profiles defined in the PCA, we used the enrichment tool available on the EcoCyc webserver (Keseler et al., 2017) to identify gene ontology (GO) terms that were statistically over-represented in the four subsets of genes that scored among the 10% highest or lowest for PC1 or PC2 (see *Materials and Methods*). Among the tens to hundreds of GO terms that were significantly enriched in each subset, we focused on broad categories (parent GO terms) to highlight the general trends in the dataset, rather than focus on specific metabolic pathways or regulons. The 10% of genes that had the highest PC1 scores were enriched (p-value 3*10^−7^) for the parent GO term “response to stress” (**Figure 7C**, red dots). By contrast, the 10% of genes that had the lowest PC1 scores were highly enriched (p-value 7*10^−13^) for the broad GO term “biosynthetic process” (**Figure 7C**, green dots). Meanwhile, the 10% of genes that had the highest PC2 scores were enriched (p-value 2*10^−4^) for “regulation of transcription, DNA-templated” (**Figure 7C**, blue dots), while those with the 10% lowest PC2 scores did not yield a significantly enriched broad category. While there are naturally many outliers within these broad categories, this analysis illustrates that general temporal profiles can be recognized in the stringent response that distinguish biosynthesis genes which generally remain down-regulated during starvation (low PC1), and stress response genes which generally remain up-regulated (high PC1), from the transcriptional regulators whose expression spikes during the growth transition followed by a recovery period (high PC2).

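RpoS-dependent and acid resistance genes lay at 1 end of PC1, and several biosynthesis lists at the other. Of 4108 genes, the 411 with the highest PC1 scores held 44 of 56 RpoS-dependent genes (adjusted p = 1.7e-32 from Fisher's exact test over all lists), which act in stationary phase, and 10 of 19 genes of the PhoB regulon, which takes up phosphate (adjusted p = 5.0e-05). They also held 8 of 14 acid resistance genes (adjusted p = 2.1e-04). Most acid resistance genes are also on the RpoS-dependent list, so these lists are not separate evidence at either component. The 411 genes with the lowest PC1 scores held 13 of 14 purine synthesis genes (adjusted p = 4.1e-11), 10 of 11 arginine genes (adjusted p = 2.8e-08), 8 of 8 histidine genes (adjusted p = 1.8e-07) and 22 of 54 ribosomal protein genes (adjusted p = 5.6e-08). They further held 23 of 27 iron acquisition genes repressed by Fur (adjusted p = 3.5e-18) and 9 of 10 sulfate assimilation genes (adjusted p = 1.8e-07). Also among them were 7 of 18 aromatic amino acid genes (adjusted p = 0.0096), 5 of 8 pyrimidine genes (adjusted p = 0.0038), 8 of 25 NtrC genes (adjusted p = 0.017) and 6 of 17 Lrp-repressed genes (adjusted p = 0.030). Heat shock (1 of 15 at the highest end), SOS (1 of 15), envelope stress (0 of 14), branched-chain (4 of 14, and 3 at the lowest end) and fatty acid genes (2 of 13 at the lowest end) passed at neither end of PC1. The lowest PC2 scores held 45 of 56 RpoS-dependent genes (adjusted p = 8.8e-34), 10 of 14 acid resistance genes (adjusted p = 1.1e-06), 6 of 9 arn genes (adjusted p = 6.8e-04) and 6 of 17 Lrp-repressed genes (adjusted p = 0.030). The highest PC2 scores held 10 of 19 PhoB genes (adjusted p = 5.0e-05), 8 of 15 heat shock genes (adjusted p = 3.8e-04), 5 of 10 valine and alanine genes (adjusted p = 0.013) and 6 of 17 Lrp-activated genes (adjusted p = 0.030). All 4 genes of the BluR operon were among the highest PC1 and lowest PC2 scores (adjusted p = 9.4e-04 for each). Genes of an operon are not independent. Members of the BluR, PhoB, Fur, Lrp-activated and valine and alanine lists had been seen in the paper, so their placement is not independent evidence. The GO terms of EcoCyc were not used here.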

### Downregulation of Biosynthesis

The “Omics Dashboard” software tool available on the EcoCyc webserver (Paley et al., 2017) was used to further explore the transcriptomic changes that occurred in response to L-valine addition. The tool combines data on the expression level of individual genes into a hierarchy of cellular systems and subsystems. 

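Genes for the synthesis of purines, pyrimidines, fatty acids and charged tRNAs were lower after 80 min of starvation than in steady state. All 14 purine genes were lower at each of 5, 10, 40 and 80 min, with medians from −1.85 at 5 min to −5.25 at 80 min on the log2 scale (adjusted p = 0.0045 from fry at 80 min, adjusted p = 0.39 with an estimated correlation). purF, the first enzyme of the pathway, fell by 4.65 at 80 min (SE 0.18, adjusted p = 2.1e-07 from edgeR), and purM fell by 6.64 (SE 0.25, adjusted p = 2.1e-07). Of 8 pyrimidine genes, 7 were lower at 5 min and all 8 at 80 min, with a median of −4.61 at 80 min (adjusted p = 0.0069, adjusted p = 0.39 with an estimated correlation). pyrD, encoding dihydroorotate dehydrogenase, fell by 4.77 (SE 0.29, adjusted p = 1.1e-06). Of 13 fatty acid genes, 6 were lower at 5 min and 12 at 80 min, with a median of −1.67 (adjusted p = 0.0069, adjusted p = 0.53 with an estimated correlation). accC, the biotin carboxylase of acetyl-CoA carboxylase, fell by 4.47 (SE 0.22, adjusted p = 5.0e-07). Of 23 aminoacyl-tRNA synthetase genes, 5 were lower and 3 higher at 5 min and 22 lower at 80 min, with a median of −1.52 (adjusted p = 0.0077, adjusted p = 0.66 with an estimated correlation). At 5 min their median, −0.17, changes sign under some of the scalings. argS, encoding arginyl-tRNA synthetase, fell by 2.15 (SE 0.15, adjusted p = 2.2e-06). Adjusted over the list alone the 80 min counts are the same in all 4 lists, and at 5 min 3 synthetases are higher and 3 lower.

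**Figure D2:**
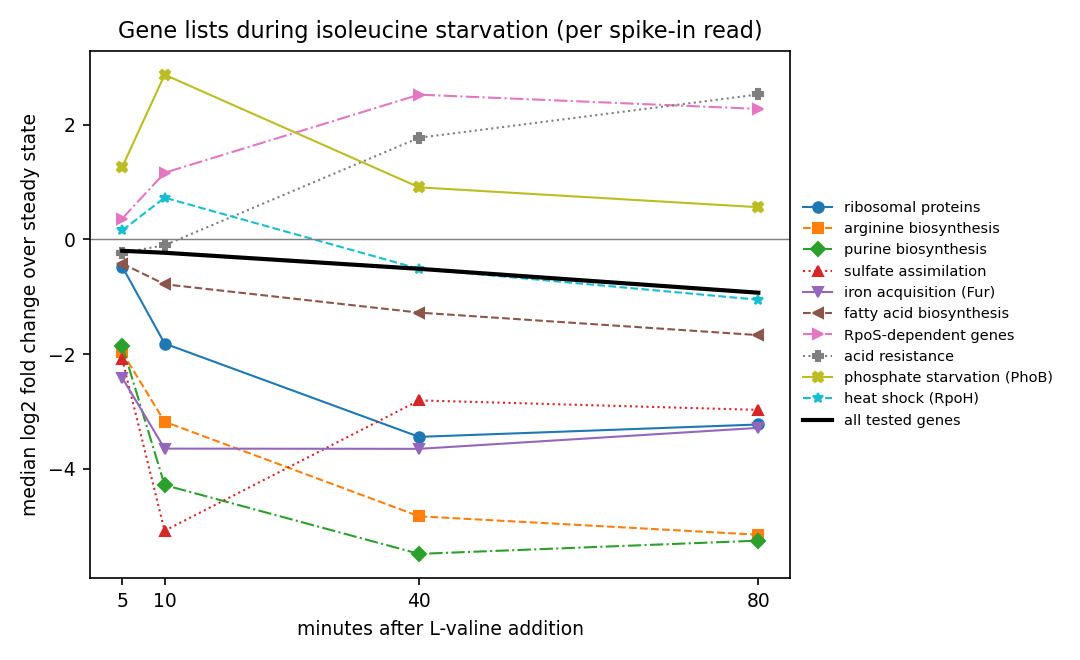
Median log2 fold change of the tested genes of selected lists at 5, 10, 40 and 80 min of starvation against the mean of 3 steady-state libraries, scaled to spike-in reads, with members at 0 reads placed at a floor of 3 counts. Ribosomal proteins and biosynthesis lists lie below 0 at 80 min, and the RpoS-dependent and acid resistance genes above it.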

As expected in response to amino acid starvation, and as indicated in the PCA analysis, genes responsible for the major biosynthetic processes (e.g., nucleotide, carbohydrate, fatty acid, lipid, and aminoacyl-tRNA synthesis) are generally down-regulated (**Figure 8A**). Amino acid biosynthesis genes are reportedly up-regulated under the stringent response, which could help *E. coli* overcome starvation (Cashel et al., 1996), and this has been observed to varying extents in previous transcriptome-wide analyses (Cashel et al., 1996; Durfee et al., 2008; Traxler et al., 2008; Sanchez-Vazquez et al., 2019). We found that amino acid biosynthetic genes were generally down-regulated in response to L-valine (**Figure 8B**). For example, while seven of the 12 genes ascribed to arginine biosynthesis were up-regulated within 5 min of ppGpp production in a recent study where a constitutively active RelA variant was induced to produce ppGpp in the absence of starvation (Sanchez-Vazquez et al., 2019), none of the arginine biosynthetic genes were up-regulated in our study (**Figure 8C**). 

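Genes for the synthesis of most amino acids fell, while those of the branched-chain amino acids went both ways. All 8 histidine genes were lower at each time, with a median of −3.49 on the log2 scale at 80 min (adjusted p = 0.0069 from fry, adjusted p = 0.39 with an estimated correlation). hisG, the first enzyme of the pathway, fell by 3.60 (SE 0.25, adjusted p = 2.3e-06 from edgeR). Of 18 aromatic amino acid genes, 15 were lower at 5 min and 17 at 80 min (median −2.49, adjusted p = 0.0069, adjusted p = 0.39 with an estimated correlation). trpE, of tryptophan synthesis, fell by 5.15 (SE 0.22, adjusted p = 2.7e-07). Of 21 aspartate-family genes, 9 were lower and 3 higher at 5 min, and 18 lower and 1 higher at 80 min (median −2.29, adjusted p = 0.0069, adjusted p = 0.39 with an estimated correlation). lysC, the lysine-sensitive aspartate kinase, fell by 4.88 (SE 0.22, adjusted p = 3.3e-07). All 14 genes of serine, glycine, cysteine, proline and glutamate synthesis were lower at 80 min (median −2.23, adjusted p = 0.0045, adjusted p = 0.39 with an estimated correlation), among them glnA, the glutamine synthetase, which fell by 4.26 (SE 0.24, adjusted p = 8.6e-07). Of 14 branched-chain genes, 6 were lower and 5 higher at 80 min, and their median at each time changes sign under some of the scalings. ilvC, the acetohydroxy acid isomeroreductase, fell by 7.37 (SE 0.30, adjusted p = 2.3e-07), and ilvB, the large subunit of acetohydroxy acid synthase I, fell by 3.71 (SE 0.16, adjusted p = 3.3e-07). ilvM, the small subunit of synthase II, rose by 2.28 (SE 0.27, adjusted p = 7.0e-05), and ilvX, upstream in its operon, by 2.12 (SE 0.20, adjusted p = 1.6e-05). These counts are the same adjusted over each list alone. ilvG could not be matched by name in the files.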

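Genes of arginine synthesis from glutamate fell early and stayed low. Of 11 genes, 10 were lower at 5 and at 10 min and all 11 at 40 and at 80 min, and at each of these times 0 were higher (edgeR, the same adjusted over the list alone). Their median log2 change was −1.97 at 5 min, −3.18 at 10 min, −4.83 at 40 min and −5.15 at 80 min (adjusted p = 0.0069 from fry at 80 min, adjusted p = 0.39 with an estimated correlation). argD, encoding the acetylornithine aminotransferase, fell by 4.44 at 5 min (SE 0.19, adjusted p = 1.1e-06 from edgeR) and fell by 5.66 at 80 min (SE 0.20, adjusted p = 2.1e-07). argI, an ornithine carbamoyltransferase, fell by 0.85 at 5 min (SE 0.22, adjusted p = 0.011) and fell by 5.88 at 80 min (SE 0.39, adjusted p = 1.5e-06). argA, which starts the pathway, fell by 4.58 at 80 min (SE 0.35, adjusted p = 3.6e-06). argE, the acetylornithine deacetylase, had a log2 change of −0.20 at 5 min (SE 0.16, adjusted p = 0.31) and of 0.34 at 10 min (SE 0.15, adjusted p = 0.078), and fell by 1.31 at 80 min (SE 0.17, adjusted p = 1.2e-04). Between 80 min and steady state argB, argF, argG and argH changed by −4.69, −5.15, −3.40 and −3.94.

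**Figure D3:**
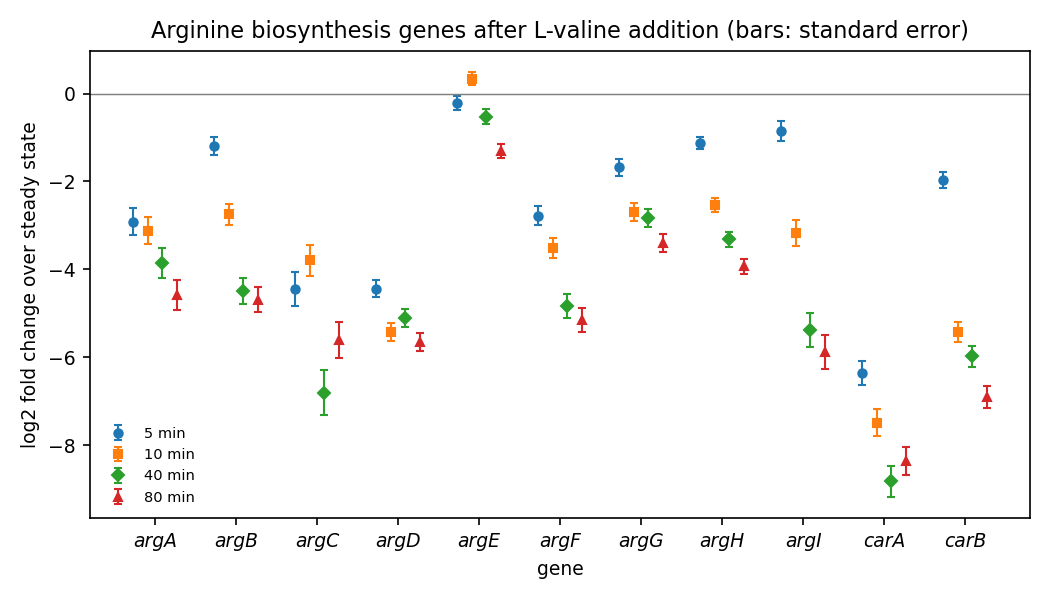
Log2 fold change of each arginine synthesis gene at 5, 10, 40 and 80 min of starvation against the mean of 3 steady-state libraries, scaled to spike-in reads, with standard errors. argE stays closest to 0. The values of carA and argC at 40 min rest on 2 and 3 reads.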

We expect that the key difference between the two experiments is that all amino acids were supplied in the growth medium in the study conducted by Sanchez-Vazquez and coworkers, so at the outset of the experiment, arginine biosynthetic operons would be repressed by the arginine-bound ArgR repressor (Caldara et al., 2006). What is then measured is a positive regulatory effect of ppGpp on some of these repressed promoters. In our study, the growth medium did not contain any amino acids prior to the addition of L-valine, so the amino acid biosynthetic operons were already de-repressed when ppGpp production was induced by L-valine-mediated isoleucine starvation. We suspect that the reduced rate of protein synthesis that occurs upon isoleucine starvation results in a build-up of the residual amino acids, including arginine, which would lead to repression of the arginine biosynthesis pathway by arginine-bound ArgR.

### Differential Response of the RpoS and Lrp Regulons

In most bacterial systems, the stringent response includes a robust general stress response mediated by the stationary phase sigma factor RpoS (σ^S^ or σ^38^), which is regulated at the level of transcription, translation as well as at the level of protein stability both directly and indirectly by ppGpp (Lange and Hengge-Aronis, 1994; Landini et al., 2014). The RpoS regulon has been studied extensively and is known to control >140 genes in response to diverse stress conditions (Lacour and Landini, 2004; Weber et al., 2005), including isoleucine starvation (Traxler et al., 2011). In the study by Traxler and coworkers, they analogously applied isoleucine starvation on the conditional auxotrophic *E. coli* K-12 strain, but contrasting our experiments, the cells in their experimental set-up gradually exhausted isoleucine in media containing all other amino acids. They show that the levels of ppGpp calibrate and co-regulate the RpoS-dependent stress response and the Lrp-dependent regulon (leucine responsive protein), which mostly includes genes for metabolic enzymes. The Lrp-dependent response occurred prior to and at lower ppGpp concentrations than the RpoS-dependent response (Traxler et al., 2011). We employed the definitions of the RpoS and Lrp regulons used by Traxler et al., and investigated the isoleucine starvation response of these two regulons in our experimental set-up. 

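RpoS-dependent genes, which the stationary phase sigma factor transcribes, rose in growing number through starvation. Of 55 tested genes from a textbook list, 19 were higher and 8 lower at 5 min (19 and 7 adjusted over the list alone), 36 higher and 5 lower at 10 min, and 54 higher and 1 lower at 40 and at 80 min (the same adjusted over the list alone). Their median was 0.36 on the log2 scale at 5 min, 1.16 at 10 min, 2.53 at 40 min and 2.28 at 80 min (adjusted p = 0.0045 from fry at 80 min, adjusted p = 0.39 with an estimated correlation). Between early (5 and 10 min) and late (40 and 80 min) starvation, 43 of the 55 were lower early and 1 higher (45 and 1 adjusted over the list alone). rpoS itself (2866559 to 2867551) went from 1446 ± 104 scaled reads in steady state (SD, n = 3) to a rise of 2.19 at 5 min (SE 0.14, adjusted p = 6.5e-06 from edgeR), 2.20 at 10 min (SE 0.14, adjusted p = 2.4e-06) and 0.67 at 80 min (SE 0.14, adjusted p = 0.0025). gabT, the aminobutyrate aminotransferase, had a log2 change of −0.46 at 5 min (SE 0.26, adjusted p = 0.16) and rose by 1.96 at 40 min (SE 0.20, adjusted p = 2.6e-05). Of 10 acid resistance genes, all were higher at 40 and at 80 min (the same adjusted over the list alone; median 2.53 at 80 min, adjusted p = 0.0069 from fry, adjusted p = 0.39 with an estimated correlation). At 5 min 1 was higher and 1 lower, and the sign of their median at 5 and 10 min turns with the scaling. Most of these 10 genes are also on the RpoS-dependent list, so the acid resistance result is not separate evidence. gadC, the glutamate and aminobutyrate antiporter, rose by 3.66 at 80 min (SE 0.16, adjusted p = 3.3e-07), and gadE, the activator of the acid response, by 4.57 (SE 0.28, adjusted p = 1.2e-06).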

As seen in **Figure 9A**, the majority of the RpoS-dependent genes are induced after 40 min of L-valine-mediated isoleucine starvation, in agreement with the slow but robust induction of the regulon reported in the previous study. However, under the condition tested here, *E. coli* did not significantly induce the Lrp regulon apart from genes involved in alanine metabolism (*dadAX*) (**Figure 9B**). 

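Genes that the leucine-responsive regulator Lrp is known to activate changed in both directions. Of 17 such genes from a textbook list, 6 were higher and 7 lower at 5 min, 4 higher and 5 lower at 10 min, and 3 higher and 11 lower at 80 min, the same adjusted over the list alone. Their median was 0.02 on the log2 scale at 5 min, with a mean of 0.98 (adjusted p = 0.023 for higher from fry, adjusted p = 0.47 with an estimated correlation), and −0.14 at 10 min, with a mean of 0.81 (adjusted p = 0.010 for higher, adjusted p = 0.44 with an estimated correlation). At 80 min it was −1.84, with a mean of −0.62 (adjusted p = 0.0045 for lower, adjusted p = 0.92 with an estimated correlation). serC, of serine synthesis, fell by 2.40 at 80 min (SE 0.18, adjusted p = 3.8e-06 from edgeR). Of 17 Lrp-repressed genes, 11 were lower and 3 higher at 5 min (11 and 4 adjusted over the list alone) and 11 lower and 3 higher at 80 min. livM and livG, subunits of the branched-chain amino acid transporter, fell by 3.87 (SE 0.20, adjusted p = 5.9e-07) and fell by 4.55 (SE 0.29, adjusted p = 1.4e-06) at 80 min. The median of the repressed genes at 80 min, −0.85, is close to the −0.93 of the median tested gene. It changes sign with TMM or DESeq2 size factors. The activated list holds dadA, dadX and alaE, which the paper names from these samples. Its means and calls for higher are therefore not independent evidence, and alaE had 3 reads in steady state. The regulon lists shown in Fig. 9 are only in the picture and were not used here.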

In fact, the *lrp* mRNA itself was three-fold down-regulated at the end-point of the starvation. 

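The mRNA of lrp (932595 to 933089) fell late in starvation. It had 832 ± 72.6 scaled reads in steady state (SD, n = 3), 847 at 5 min, 633 at 10 min, 399 at 40 min and 244 at 80 min. Its log2 change was 0.02 at 5 min (SE 0.17, adjusted p = 0.92 from edgeR) and −0.40 at 10 min (SE 0.17, adjusted p = 0.075). It fell by 1.06 at 40 min (SE 0.18, adjusted p = 7.7e-04) and fell by 1.77 at 80 min (SE 0.19, adjusted p = 3.5e-05).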

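The small RNA GcvB, which pairs with mRNAs of amino acid transport and of lrp, was high from the first starvation sample on. gcvB (2942696 to 2942901) had 10.4 ± 2.74 scaled reads in steady state (SD, n = 3), 641 at 5 min, 213 at 10 min, 93.4 at 40 min and 71.0 at 80 min. It rose by 5.94 on the log2 scale at 5 min (SE 0.19, adjusted p = 3.5e-07 from edgeR), 4.35 at 10 min (SE 0.22, adjusted p = 1.0e-06) and 2.77 at 80 min (SE 0.25, adjusted p = 9.8e-06). Of 11 known GcvB targets, 3 were higher and 3 lower at 5 min, and 7 lower and 1 higher at 80 min (the same adjusted over the list alone). Their median at 80 min was −0.78, against −0.93 for the median tested gene, and its sign turns with the scaling. livJ and livK, binding proteins for branched-chain amino acids, fell by 5.50 (SE 0.21, adjusted p = 2.1e-07) and 4.23 (SE 0.21, adjusted p = 4.7e-07) at 80 min. csgD, the regulator of curli fibers, rose by 2.77 (SE 0.22, adjusted p = 4.5e-06).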

In line with this finding, the small regulatory RNA GcvB was among the top 10 up-regulated transcripts in our experiment (**Supplementary Table S8**), and GcvB is known to regulate the *lrp* mRNA negatively (Holmqvist et al., 2012; Lee and Gottesman, 2016; Lalaouna et al., 2019). It is unknown to us how valine-induced isoleucine starvation could trigger high expression levels of GcvB but we suggest that the induction of GcvB could be the main reason for the missing Lrp response in this particular experimental set-up.

**Figure 9:**
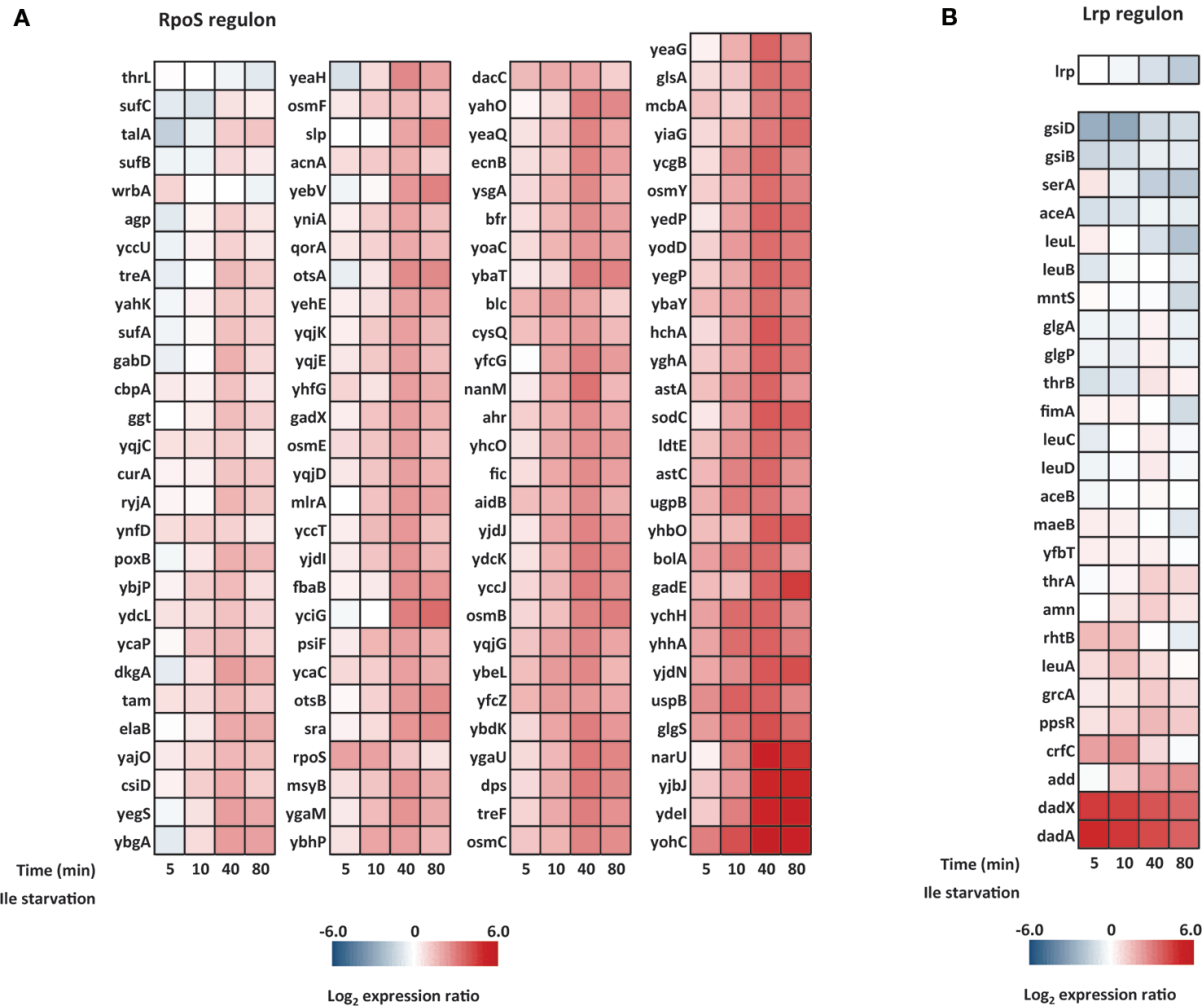
Heat maps of the RpoS and Lrp regulons in cells starved for isoleucine. The time points into isoleucine starvation is indicated below each heat map. **(A)** The ppGpp/RpoS regulon and **(B)** the ppGpp/Lrp regulon. Genes listed in each regulon were defined in a previous study by Traxler and coworkers (Traxler et al., 2011).

### A Specific Transcriptional Response to L-Valine-Induced Isoleucine Starvation

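alaE (2799164 to 2799613) went from 3 reads in the 3 steady-state libraries together to 730 reads at 5 min. The ratio to steady state, scaled to the spike-in, was 715 at 5 min (95% counting interval 244 to 3474), 408 at 10 min (139 to 1986), 159 at 40 min (53.5 to 779) and 76.9 at 80 min (25.7 to 378). No fitted log2 value is given, since it depends on the count added to the 3 reads. Scaled reads of alaE were 1.00 in steady state, against 10.4 of gcvB, and are not divided by gene length.

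**Figure D4:**
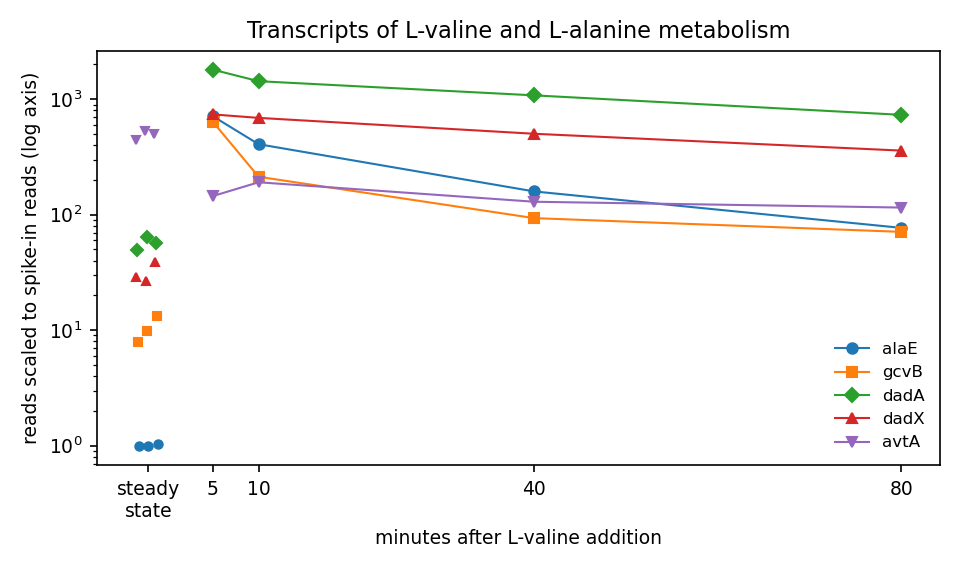
Scaled reads of alaE, gcvB, dadA, dadX and avtA at 5, 10, 40 and 80 min of starvation, with the 3 steady-state libraries before 0, on a log axis. alaE, gcvB, dadA and dadX lie above their steady-state libraries at every starvation time, and avtA lies below them.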

The only gene which was up-regulated more strongly than GcvB 5 min after starvation was *alaE*, encoding an L-alanine exporter (Hori et al., 2011), which showed an average increase of transcript levels during starvation >300-fold compared to pre-starvation levels (**Supplementary Table S8**). *alaE* transcription was recently shown to be positively regulated by ppGpp (Sanchez-Vazquez et al., 2019), supporting the up-regulation seen here. Although not included in the Lrp regulon defined in (Traxler et al., 2011), *alaE* is also predicted to be up-regulated by Lrp. Similarly, *dadA* and *dadX* which are identified here as the only clearly up-regulated genes in the curtailed Lrp-regulon (**Figure 9B**) were identified to be transcriptionally activated by ppGpp in the same study (Sanchez-Vazquez et al., 2019). 

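dadA and dadX, the D-amino acid dehydrogenase and alanine racemase of the same operon, rose together and stayed high. dadA (1237571 to 1238869) had 56.6 ± 7.18 scaled reads in steady state (SD, n = 3), 1806 at 5 min, 1433 at 10 min, 1081 at 40 min and 733 at 80 min. It rose by 4.99 on the log2 scale at 5 min (SE 0.17, adjusted p = 3.9e-07 from edgeR) and stood 3.69 above steady state at 80 min (SE 0.17, adjusted p = 3.8e-07). dadX (1238879 to 1239949) had 31.4 ± 6.62 scaled reads in steady state (SD, n = 3) and 739, 690, 502 and 359 at the 4 times. It rose by 4.55 at 5 min (SE 0.16, adjusted p = 4.3e-07) and by 3.51 at 80 min (SE 0.17, adjusted p = 4.7e-07). Of 10 genes of valine and alanine pathways, 5 were higher and 4 lower at 5 min, and 4 higher and 6 lower at 80 min, the same adjusted over the list alone. At 5 min their median was 0.60 (adjusted p = 0.028 from fry, adjusted p = 0.57 with an estimated correlation). At 80 min it was −0.69 with a mean of 0.90 (adjusted p = 0.065 for higher), and the sign of the median turns with the scaling. The list holds alaE, gcvB, dadA and dadX, which the paper names from these samples, so its direction is not independent evidence.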

We suggest that the prominent up-regulation of *alaE, dadA, dadX,* and *gcvB* results directly from cellular metabolic consequences of the addition of L-valine rather than the resulting starvation for isoleucine. The physiological role of AlaE is to export L-alanine (and possibly alanine dipeptide) to avoid intracellular toxic-level accumulation of L-alanine (Kim et al., 2015). The excess L-valine, together with pyruvate as substrate, can be converted to L-alanine by *avtA,* one of three major alanine-synthesizing transaminases in *E. coli* (Hori et al., 2011). 

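avtA (3739705 to 3740958), encoding the valine and pyruvate aminotransferase, was abundant in steady state and lower at each starvation time. It had 491 ± 40.1 scaled reads in steady state (SD, n = 3), 145 at 5 min, 191 at 10 min, 130 at 40 min and 115 at 80 min. It fell by 1.76 on the log2 scale at 5 min (SE 0.16, adjusted p = 4.4e-05 from edgeR), fell by 1.36 at 10 min (SE 0.15, adjusted p = 7.0e-05) and fell by 2.09 at 80 min (SE 0.16, adjusted p = 3.7e-06).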

The *avtA* mRNA was not up-regulated during starvation, but it was highly expressed during unrestricted growth under our conditions (**Supplementary Data Sheet 1**), suggesting that the transaminase protein it encodes is abundant at the onset of starvation. According to this model, overabundant levels of L-alanine is exported out from the cell by AlaE. In addition, surplus L-alanine can be converted by the alanine racemase *dadX* to D-alanine (Wild et al., 1985), which in turn is the substrate for the D-amino acid dehydrogenase *dadA* in the inner membrane to yield ammonium and pyruvate (Franklin and Venables, 1976). This further fuels the conversion of L-valine to L-alanine (**Figure 10**). Evidently, excess L-valine gave rise to high levels of L-alanine that is countermeasured by upregulating the mRNA encoding the alanine exporter, clearly envisaged in this transcriptome. Moreover, elevated levels of D-alanine in the cells might be utilized and directed to cell wall synthesis. 

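Genes of peptidoglycan synthesis were lower during starvation than in steady state. Of 17 tested, 10 were lower and 1 higher at 5 min, 13 lower at 40 min and all 17 lower at 80 min, the same adjusted over the list alone (median −1.20 on the log2 scale at 80 min, adjusted p = 0.021 from fry, adjusted p = 0.66 with an estimated correlation). With total reads 10 of the 17 were lower at 80 min. ddlB (102233 to 103153), a D-alanine ligase, had a log2 change of −0.33 at 5 min (SE 0.19, adjusted p = 0.17 from edgeR) and fell by 0.83 at 80 min (SE 0.19, adjusted p = 0.0033). murD (97087 to 98403), which adds D-glutamate to the precursor, fell by 1.74 at 5 min (SE 0.21, adjusted p = 1.8e-04), fell by 0.71 at 40 min (SE 0.18, adjusted p = 0.0076) and fell by 1.20 at 80 min (SE 0.18, adjusted p = 3.4e-04). murF (94650 to 96008), which adds the D-alanine pair, fell by 2.20 at 5 min (SE 0.25, adjusted p = 1.3e-04) and fell by 1.15 at 80 min (SE 0.21, adjusted p = 9.0e-04). mtgA (3349081 to 3349809), a glycosyltransferase, had 32.1 ± 8.10 scaled reads in steady state (SD, n = 3), 5.87 at 5 min and 13.7 at 80 min. It fell by 2.42 at 5 min (SE 0.54, adjusted p = 0.0050) and fell by 1.22 at 80 min (SE 0.40, adjusted p = 0.022). ddlA, the other D-alanine ligase, rose by 1.53 at 5 min (SE 0.16, adjusted p = 9.9e-05) and fell by 0.55 at 80 min (SE 0.19, adjusted p = 0.026). Among the other genes mrcA, encoding penicillin-binding protein 1A, changed by −3.10 at 80 min, mrdA by −2.60 and murJ by −2.57.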

Some cell structure biosynthetic genes were de-repressed as starvation progressed (**Figure 8A**), especially genes involved in UDP-MurNAc-pentapeptide biosynthesis (e.g., *ddlB* and *murD/F*) and peptidoglycan maturation (*mtgA*) (**Supplementary Table S10**).

**Figure 10:**
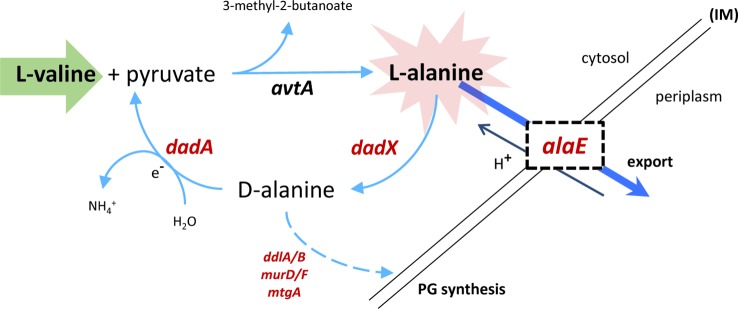
Export pathway for excess L-valine. The synthesis of L-alanine requires pyruvate and is catalyzed by the valine-pyruvate aminotransferase *avtA*. The predominant alanine racemase in the cell, *dadX*, is degradative and catalyzes the conversion of L-alanine to D-alanine. The respiratory-chain-associated *dadA* can further catabolite D-alanine to pyruvate which can enter the central metabolism, or in this case be used as substrate to further convert high concentrations of L-valine to L-alanine. *alaE*, an alanine-proton antiporter, facilitates the export of L-alanine out from the cytosol in exchange of a proton. *ddlA/B, murD/F,* and *mtgA* are all involved in biosynthesis of cell wall structural elements. PG, peptidoglycan; IM, inner membrane). Up-regulated genes in the pathway are represented in red.

## Discussion

The stringent response to amino acid starvation is in many respects a model system for studies of bacterial stress responses, and has been the subject of intense study for decades, including several transcriptome-wide studies (Durfee et al., 2008; Traxler et al., 2008; Traxler et al., 2011). Here, we combined RNAseq with spike-in-cell normalization of the sequencing depth to obtain an adjusted view of the stringent response that is independent of any assumptions about the total RNA content of the cells. The methodology allowed us to quantify the changes in total rRNA and total mRNA per OD unit of bacterial culture over the first 80 min of starvation for isoleucine. In accordance with other reports (Ben-Hamida and Schlessinger, 1966; Jacobson and Gillespie, 1968; Maruyama and Mizuno, 1970; Zundel et al., 2009; Piir et al., 2011; Fessler et al., 2020), we find that the stability of rRNA is compromised upon nutrient starvation, resulting in a drop in rRNA per OD unit to 70% of the pre-starvation level within the first 80 min of an amino acid starvation. Because rRNA constitutes the vast majority of cellular RNA, this drop affects the quantification of all other RNA species in the cell if the RNAseq data is normalized solely to the sequencing depth of the samples in the conventional way (referred to here as RPKM-normalization, **Figure 6**). One important outcome of our work is therefore that ~40% more mRNAs are down-regulated, and ~40% fewer are up-regulated by more than two-fold, compared to what a conventional RNAseq study would suggest. We remark that the problem associated with normalizing solely to sequencing depth is not solved by depletion of rRNA prior to RNA-seq, because the rRNA-depleted transcriptome also is subject to the transcriptional consequences of a change in growth conditions. For example, the activity of RNA polymerase is reduced at elevated ppGpp levels, giving rise to lower RNA levels and the RNA chain growth rate is decreased (Kingston and Chamberlin, 1981; Kingston et al., 1981; Sørensen et al., 1994; Vogel and Jensen, 1994; Roghanian et al., 2015).

This study highlights that although the stringent response of *E. coli* to amino acid starvation has a set of defining characteristics, most notably a surge in ppGpp levels and reduced transcription of genes encoding the protein synthesis machinery, the particular growth conditions employed give notable differences in the transcriptome-wide response at the detailed resolution of an RNAseq experiment. Most notably, in contrast to a previous study (Traxler et al., 2011) the extensive Lrp regulon was not activated in response to isoleucine limitation in this study, and amino acid biosynthesis was not generally induced although many operons encoding amino acid biosynthesis genes are activated in response to ppGpp under other growth conditions (Sanchez-Vazquez et al., 2019). We used principal component analysis combined with enrichment analyses to identify broad functional classes of genes that responded similarly to the growth transition. Besides these, the data set also contains many smaller gene categories that will be of interest to specific research sub fields. For example, mRNA of the conserved BluR-repressed operon *ycgZ-ymgABC*, which were completely repressed during steady-state growth, were among the genes most strongly up-regulated upon starvation (**Supplementary Table S8**), suggesting an unidentified regulatory mechanism that is unrelated to the known BluR signals; blue light and low temperature, for the YcgZ regulator of OmpF porin expression and the Ymg biofilm modulators (Tschowri et al., 2012; Duval et al., 2017). 

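The 4 genes of the ycgZ operon were close to silent in steady state and gave reads late in starvation. ycgZ (1215789 to 1216025) had 12 reads in the 3 steady-state libraries together and 116 at 80 min, a ratio of 18.9 after scaling (95% counting interval 10.4 to 37.6). It rose by 3.68 on the log2 scale at 40 min (SE 0.39, adjusted p = 3.3e-05 from edgeR) and by 4.20 at 80 min (SE 0.35, adjusted p = 6.4e-06). Its log2 changes at 5 and 10 min were 0.54 (adjusted p = 0.54) and 1.38 (adjusted p = 0.059, and past 0.05 adjusted over the list alone). The other genes had too few reads for the test. ymgA (1216068 to 1216340) had 5 reads in steady state and a ratio of 30.5 at 80 min (12.5 to 96.6), and ariR, also known as ymgB (1216369 to 1216635), had 8 reads and a ratio of 52.8 (26.3 to 124). ymgC (1216748 to 1216996) had 2 reads in steady state and a ratio of 112 at 80 min (30.4 to 940). At 5 min these 3 genes had 2 to 7 reads. The operon was listed after the paper had named it from these samples.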

Finally, at least four (*alaE*, *gcvB*, *dadA*, *dadX*) of the 20 genes that respond most strongly in our dataset are likely responding to the sudden addition of L-valine rather than the starvation for isoleucine (**Figure 10**).

The methodology also allowed us to quantify changes in total mRNA levels under starvation (**Figure 5**), and the result underlines that overall mRNA production is substantially reduced upon amino acid starvation. The rapid reduction of the total mRNA pool demonstrated here supports the model previously proposed to explain why the initial surge in ppGpp levels upon amino acid starvation levels off on a timescale of a few minutes, namely that the initial surge of ppGpp in response to the onset of starvation should taper off due to a reduction in the number of RelA-associated stalled ribosomes, resulting from the reduced availability of mRNA (Sørensen et al., 1994; Tian et al., 2016).

## Data Availability Statement

The raw reads generated for this study have been deposited in NCBI's Gene Expression Omnibus with the accession ID: GSE136753.

## Author Contributions

BG, MS, and SLS conceived and designed the study. BG, AB, MF performed experiments. BG, SAS, NM, MS, and SLS analyzed the data. BG, MS, and SLS wrote the paper.

## Funding

We acknowledge funding of this project by the Danish National Research Foundation (DNRF120) and the Independent Research Fund Denmark (8049-00071B and 8021-00280A).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 Andrews, S. FastQC: a quality control tool for high throughput sequence data (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/).

2 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE136753)

# Supplementary material for: Valine-Induced Isoleucine Starvation in Escherichia coli K-12 Studied by Spike-In Normalized RNA Sequencing
**Source:** Front Genet. 2020 Mar 5;11:144. doi: 10.3389/fgene.2020.00144
**Supplement:** Supplementary file 4

Supplementary Figure S1

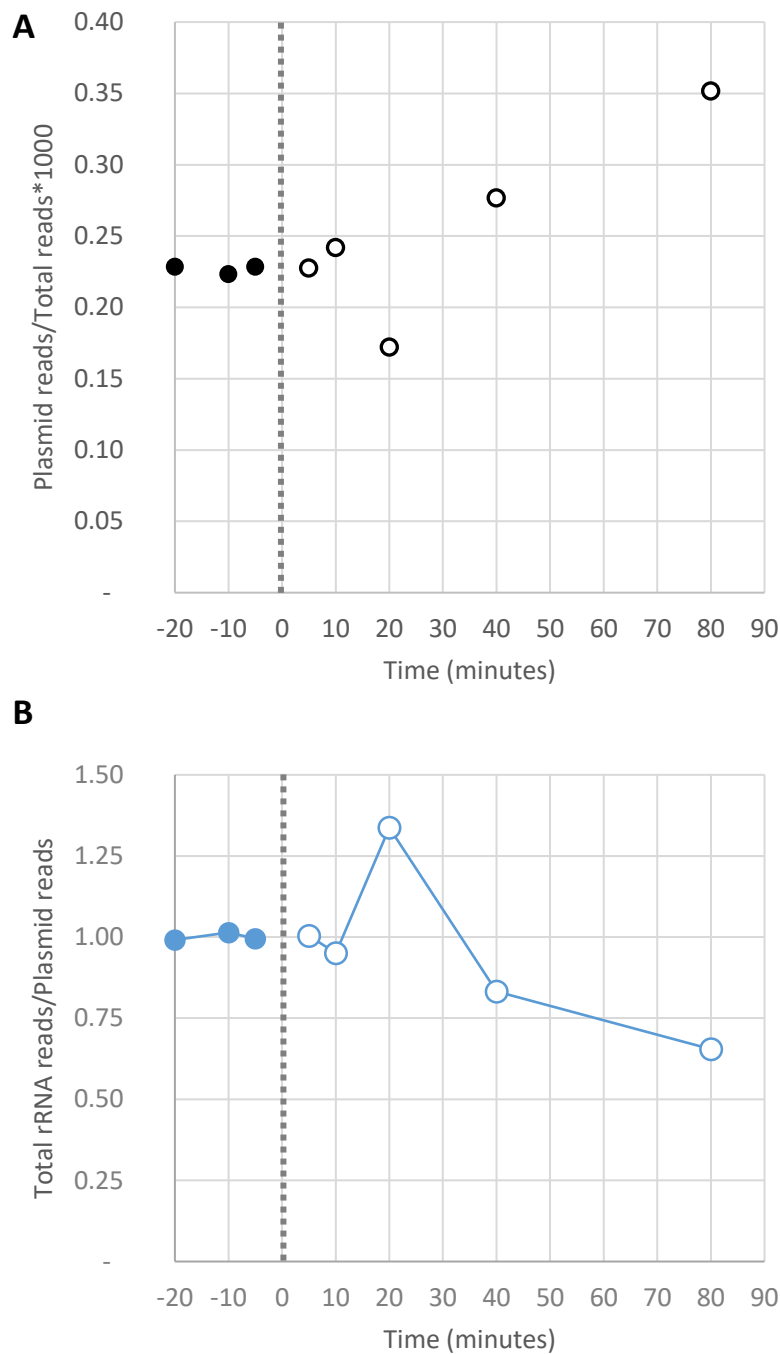

Figure S1. Total RNA levels are reduced upon isoleucine starvation. **A)** The raw spike-in reads (plasmid reads) is shown as a fraction of the total reads in three steady state samples (closed circles) and five starvation samples (open circles). **B)** The raw rRNA reads is shown as a fraction of spike-in reads (plasmid reads) in three steady state samples (closed circles) and five starvation samples (open circles). Each data point is shown relative to the average of the three steady-state samples. Time of induction of isoleucine starvation is shown as a vertical dashed line. The three steady-state samples are artificially displayed between time -20 and -5.

Supplementary Figure S2

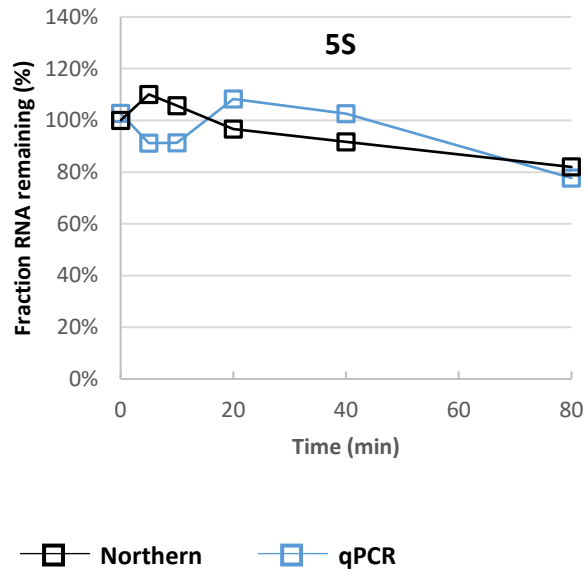

Figure S2. Quantification of 5S by northern blot verified with quantitative PCR (qPCR). The levels of 5S were assessed by qPCR and compared to northern blot data. RNA levels are shown relative to the average of the three RNA samples harvested prior to starvation. The quantified and normalized northern blot data originates from the blot in panel 3C in the main text.

Supplementary Figure S3

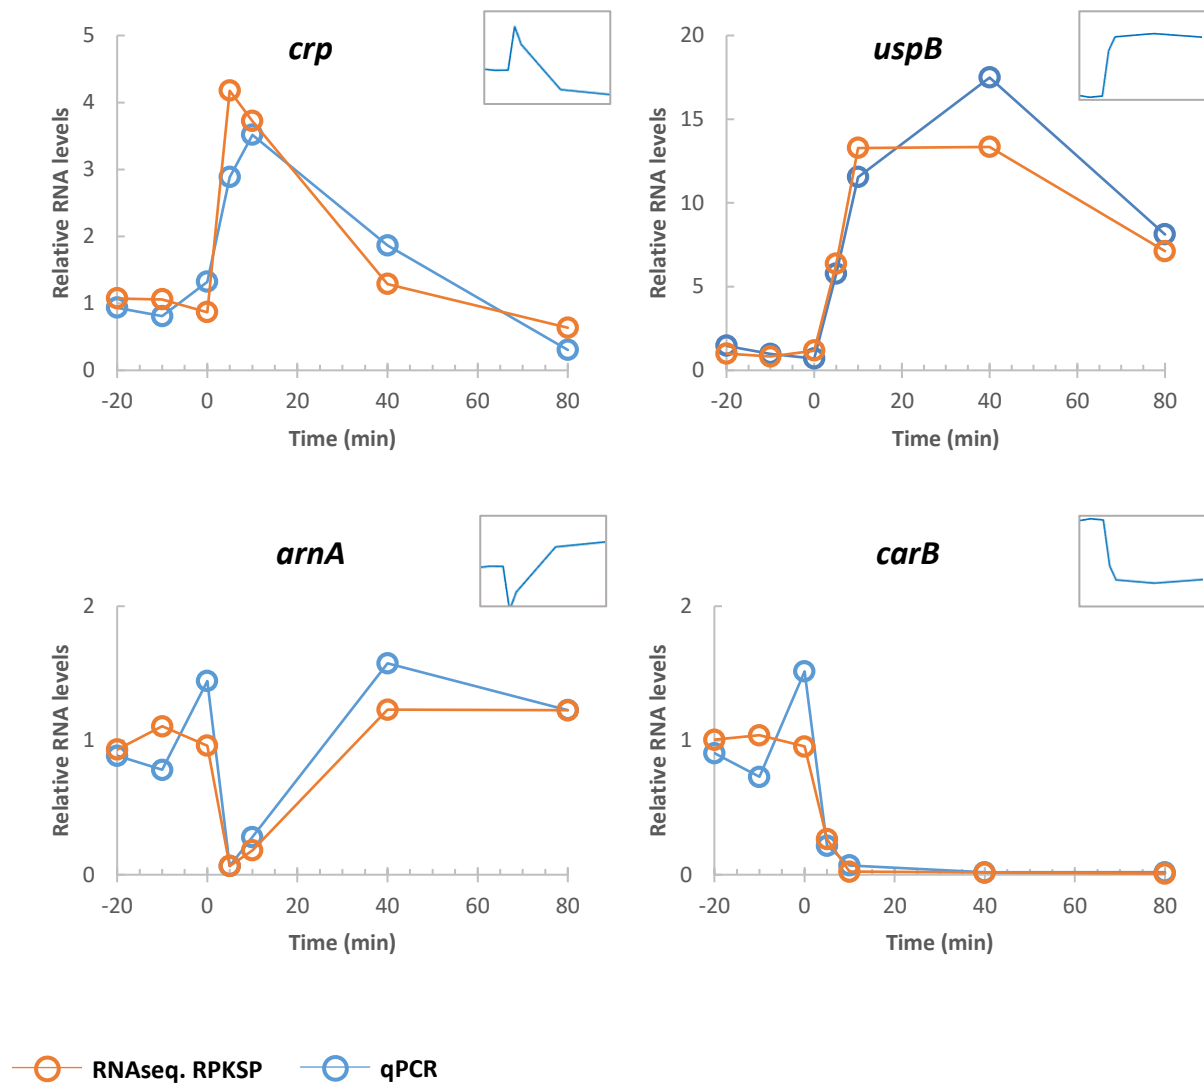

Figure S3. RPKSP-normalized RNA sequencing reads verified with quantitative PCR (qPCR). Four genes; *crp*, *uspB*, *arnA* and *carB*, were assessed by qPCR and compared to RPKSP normalized sequencing data. The relative RNA levels in the three steady state samples before induction of isoleucine (Ile) starvation are artificially displayed between time -20 and 0 followed by 5, 10, 40 and 80 min starvation time points. Inserts show temporal profiles of the corresponding subcategory were the gene belongs according to the principal component analysis shown in **Figure 7C** in the main text.

How the deposited data were processed for this re-analysis (not part of the article)

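The processed values cover 12 libraries of 1 culture, 3 of steady state, 5 of valine starvation and 4 of rifampicin treatment after starvation. The authors aligned the reads with BWA 0.7.15.2 and counted them with HTSeq 0.6.1p1 on Galaxy. The deposited units are counts (reads per gene, rRNA and tRNA genes included), plasmid counts per feature (bla, lacI, antisense lacI and qrr2), RPKM (reads per kilobase of gene over the reads of the library), RPKSP (reads per kilobase of gene over the spike-in reads per kilobase) and ratios of these. The RPKSP values of the authors fit a divisor of all reads mapped to the plasmid over its 5661 bp. RPKM and RPKSP were recomputed here from the counts, with the reads on bla (861 bp), antisense lacI (1083 bp) and qrr2 (168 bp) as the spike-in, so that the same divisor serves every result.

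In the deposited count files the locus and the name of 60 genes do not belong together. Gene lengths implied by the deposited RPKSP point to the name for 53 genes from valS to wrbA and to the locus for 7 genes from frvB to frwD. At 20 min they point to neither (1 of 34 genes with reads by name in the first block), and the labels of the other libraries were used. lacI was left out of the gene tests, because the spike-in plasmid carries it. The files hold 4271 genes, of which 4096 are mRNA, 86 tRNA and 22 rRNA genes.

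Genes with at least 10 reads in at least 3 of the 7 libraries were tested with edgeR 4.0.16 (quasi-likelihood F test, default settings, library sizes set by the spike-in reads) in R 4.3.3. Adjusted p-values follow Benjamini and Hochberg over the genes of a comparison, with 0.05 as the threshold. Gene lists were tested with fry and camera of limma 3.58.1, fry for the movement of the genes of a list and camera for the comparison with all other genes. 38 gene lists were fixed before the data were examined, and 37 have a tested member. The RpoS and Lrp lists come from textbook knowledge. Alternatives used total reads, TMM, DESeq2 1.42.0 size factors or the DESeq2 Wald test. Pools of rRNA, tRNA and mRNA were summed per kilobase of gene. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 made the pools, intervals, components and figures. Bootstrap intervals rest on 500 samples for the components and 2000 elsewhere.

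Genes are named by a rule fixed before the data were examined. It takes every gene the paper names with sequencing data, the 10 largest rises and falls past the threshold with a mean of at least 50 reads for the average, early against late and 80 min comparisons, and up to 4 members of each list with the largest changes past the threshold. Values of Tables S3, S8 and S9 had been seen when the rule was written.

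On simulated counts with 200 changed genes, the average test recovered 91% of 2-fold and 100% of 4-fold changes. The test of a single library recovered 74% and 97%, and the test of early against late starvation 86% and 100%. False calls numbered 6, 10 and 6. Counts were drawn with the spread of the fit per time (common coefficient of variation 14.6%), with the same change in every changed library. Changes were placed only in genes above a minimum expected count. In the data the times within a group differ, and the average fit has 38.7%. The values for the average and for early against late therefore do not give the recovery of the real tests.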

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

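All 3 tests of the 20 min spike-in share, the test of reads moved between the 5S copies and the test of RNA from the spike-in cells were chosen only after the result was seen, and the others were written before. A test for values far from the rest of their group was run on 50 groups of libraries and picked 3 values, about as many as the 1 in 20 that chance picks. They are 5S rRNA at 40 min of starvation, at 58.6% of the steady-state mean, carB at 5 min, with 524 scaled reads, and mtgA at 80 min, with 13.7 scaled reads. carB encodes the large subunit of carbamoyl phosphate synthetase and was still falling at 5 min.

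Early (5 and 10 min) and late (40 and 80 min) starvation, with 2 libraries each, differed in 928 genes higher early and 264 lower early of 3026 (edgeR, 77.9% of the calls higher, against 549 and 463 with total reads, 54.2% higher). TMM, with 487 and 522, and DESeq2 size factors, with 489 and 521, turn the larger side. Leaving out 1 library moved the 928 and 264 to between 381 and 1045 and between 165 and 347. Among genes the paper names, those higher early in log2 were crp (2.02), uspA (1.32), rpoS (1.15), lrp (1.20), the small RNA gene gcvB (2.38), dadA (0.84), the D-alanine ligase gene ddlA (1.67), and tufA (1.65) and tufB (1.96) of elongation factor Tu. alaE, with 3 steady-state reads but 118 or more at each starvation time, was higher early by 2.26. The arginine and pyrimidine genes carA (1.72), carB (3.55), argA (1.19), argB (2.82), argC (1.93), argE (0.96), argF (1.90), argG (0.99), argH (1.94) and argI (4.05) were higher early, as were the acetohydroxy acid synthase genes ilvB (1.03), ilvN (2.01), ilvI (2.09) and ilvH (1.92). Lower early were arnA (−3.31), ycgZ (−2.95), gabT (−1.97) and the peptidoglycan gene murD (−0.76).

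Lists whose genes moved one way between early and late starvation (adjusted p from 0.027 to 0.048 from fry, adjusted p = 0.41 to 0.80 with an estimated correlation) lie on both sides of the median gene, which was 0.46 higher early. Higher early were ribosomal proteins (median 2.44), ATP synthase (2.34), arginine synthesis (1.90), heat shock (1.57), Lrp-activated genes (1.42), serine, glycine, cysteine, proline and glutamate synthesis (1.27), ompT and lon, in which the spike-in strain is deficient (1.26), aminoacyl-tRNA synthetases (1.02), aromatic amino acids (0.87), translation factors (0.79), fatty acids (0.73) and global regulators (0.66). Lower early were the BluR operon (−2.95, 1 gene tested), acid resistance (−2.41), the arn genes (−2.20) and RpoS-dependent genes (−1.72). The acid resistance list shares most of its genes with the RpoS-dependent list. Few members were called in some lists, 7 of 22 global regulators, 6 of 13 fatty acid genes, 6 of 13 translation factors and 7 of 18 aromatic amino acid genes. With total reads 8 of these lists no longer passed by fry, ribosomal proteins (adjusted p = 0.058), heat shock (0.058), fatty acids (0.072), arginine (0.087), translation factors (0.088), aromatic amino acids (0.089), global regulators (0.092) and the serine to glutamate list (0.092).

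The 20 min library, which the paper set aside, has 762 genes higher and 1132 lower than steady state. The mRNA pool 45 min after rifampicin was at 1.20% of steady state, and 1695 genes of all RNA classes declined after rifampicin. The paper left the 20 min library out because its ratio of plasmid reads stood apart. Counted on bla, antisense lacI and qrr2, the share at 20 min was 115.9 CPM, inside the 95% interval of the 10 min library (111 to 120). 16S and 23S rRNA per spike-in read was 93.6% at 20 min and 93.9% at 10 min (90.5 to 97.5). The plasmid reads of this library, 6497, exceed the total of Table S1, 4396, by 47.8%, or 2101 reads. In the other libraries of that table they match. The reads on genes at 20 min also exceed their total there, by the same 2101. If the deposited counts are right, the values argue against too little spike-in culture and against a rise of rRNA. Which of the 2 totals is right cannot be told from these data, so the cause of the low ratio stays open.

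5S rRNA was 6.83-fold higher in steady-state replicate 3 than in the other two replicates. Better recovery of short RNA was taken to raise other short genes by more than 1 on the log2 scale. 69 genes under 200 bp exceeded 2723 longer mRNA genes by 0.12 (95% bootstrap interval 0.015 to 0.229). The test sorts by annotated gene length and leaves out rRNA and tRNA, and short genes can lie on longer transcripts. It therefore cannot decide how short RNA molecules were recovered. Reads moved between the copies would lower some copy, but the lowest ratio was 2.41 and the highest 17.1. Other libraries were high too, with 3.49-fold at 20 min of starvation and 2.55-fold 25 min after rifampicin over the mean of replicates 1 and 2. The cause stays open, and a biological one was not tested.

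The mRNA pool was at 80.1% of its 80 min level 10 min after rifampicin, before a fall to 37.2% at 15 min. Polymerases that finish transcripts begun before the drug may hold it up, since in 32 operons the last gene kept more of its reads than the first by a median of 0.30 on the log2 scale (95% bootstrap interval 0.21 to 0.55), in 25 of them the last gene being higher. Without the 50 genes with most reads, which hold 29.1% of the mRNA reads at that time, the value was 0.77, against 0.80 with them. The 50 most-read mRNAs therefore do not account for it. They were chosen by reads and not by stability, so the values cannot decide whether long-lived mRNAs hold the pool up. The pool at 45 min was 0.034 of that at 10 min, which argues against RNA of the spike-in cells. Slower decay in starved cells could not be tested, as no unstarved culture received rifampicin.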

How the results depend on the processing

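All alternatives here but all plasmid reads were fixed before the files were seen, and all plasmid reads were added later. 78 results were recomputed under 509 alternative values. A count was taken as the same within a ratio of 1.5, a pool within the steady-state SD and a share of variance within its interval, so the same does not mean equal. By this measure 401 stayed the same, 82 moved, 21 became weaker and 5 became stronger. 0 called gene lists changed direction with a call the other way, but values without a test turned, among them rRNA at 80 min with the lac reads, 5S rRNA without steady-state replicate 3 and the 10 min 2.0-fold counts with qrr2. No paired analysis was possible because only the steady-state libraries carry replicate numbers. The causes of the moves were not tested.

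Of genes higher over starvation (371), total reads gave 587, TMM 791 and DESeq2 size factors 757, and leaving out 1 library gave 182 to 446. Of genes lower (918), lacZ, lacY and lacA reads gave 583 and leaving out 1 library 561 to 1161. Over early against late starvation, with 928 higher, total reads gave 549, TMM 487, DESeq2 size factors 489, the lac reads 487, the 20 min library added 494 and leaving out 1 library 381 to 1045. With 264 lower, total reads gave 463, TMM 522, DESeq2 size factors 521 and leaving out 1 library 165 to 347, so TMM and DESeq2 size factors turn the larger side.

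At 5 min 572 genes were higher, against 266 with the lac reads, 277 with the Wald test and 319 at 2.0-fold or more. 980 were lower, against 643 with qrr2, 233 with the lac reads and 635 with the Wald test. At 10 min 678 were higher, against 392 (lac reads), 358 (Wald test) and 440 (2.0-fold), and 1136 lower, against 696 (qrr2) and 455 (lac reads). At 40 min 596 were higher, against 943 (TMM), 902 (DESeq2 size factors), 390 (lac reads) and 351 (Wald test), and 1374 lower, against 902 (TMM) and 650 (lac reads). At 80 min 404 were higher, against 710 (total reads), 871 (TMM), 848 (DESeq2 size factors) and 247 (Wald test). 1710 were lower, against 1091 (total reads), 871 (TMM), 889 (DESeq2 size factors) and 463 (lac reads).

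Of the 2.0-fold counts at 80 min, the lac reads moved the RPKSP counts to 969 higher and 900 lower. The share of lower genes that RPKM missed (42.1%) was 0% with the lac reads, 26.6% with qrr2 and 45.2% with bla. The share of higher genes it added (49.3%) was 0.884% with the lac reads, 30.3% with qrr2, 42.8% with antisense lacI, 41.3% among genes with at least 10 reads and 44.2% with all plasmid reads.

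16S and 23S rRNA at 80 min (63.2%) was 77.5% with qrr2, 106.6% with the lac reads and 100.2% per total read, where raw reads gave 101.3%. mRNA at 10 min (71.2%) was 89.5% with qrr2, 67.6% with bla, 85.6% with the lac reads, 76.5% per total read and 65.8% from raw reads. mRNA at 80 min (44.7%) was 54.6% with qrr2, 74.9% with the lac reads, 70.7% per total read and 40.5% from raw reads. Per total read, raw reads gave 70.7% for mRNA at 10 min and 64.0% at 80 min. PC1 (47.4%) was 64.7% on log2 values, 67.0% with at least 10 reads and 49.6 to 51.3% without 1 steady-state replicate. PC2 (19.0%) was 15.8% with the 20 min library, 18.1% on log2 values, 20.2% with at least 10 reads and 20.6 to 21.5% without 1 replicate.

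Under camera with an estimated correlation 0 lists passed. Over starvation the adjusted p was 0.598 for arginine, aromatic, histidine, NtrC, peptidoglycan, purine, small RNA and sulfate genes, 0.761 for aspartate-family, fatty acid, Lrp-repressed, NADH dehydrogenase, ribosomal protein, citric acid cycle and translation factor genes, 0.791 for serine, glycine, cysteine, proline and glutamate genes, 0.571 for Fur, hibernation and toxin-antitoxin genes, 0.575 for PhoB and 0.605 for pyrimidine genes. With total reads 5 lists passed by fry that did not before, ATP synthase (0.0408, adjusted p = 0.69 with an estimated correlation), envelope stress (0.0498, 0.79), ompT and lon (0.0377, 0.70), SOS (4.9e-04, 0.37) and valine and alanine (0.0013, 0.44).

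Of 191 results for named genes over starvation, called or not, total reads left 184 the same, ended 4 calls and added 3, TMM 178, 10 and 3, DESeq2 size factors 180, 8 and 3, the lac reads 171, 17 and 3, and qrr2 185, 6 and 0. Leaving out steady-state replicate 1, 2 or 3 ended 25, 26 or 31 calls among 186 results. Without replicate 3 rpoS, gadE and narU were not called, and without replicate 1 argB and ilvC were not.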

Differences from the paper's values

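No test in this part was chosen after its result was seen. Of 31 values of the paper that were recomputed, 2 differ by the measure used, a ratio above 1.5 and, for pools, a gap above the steady-state SD. Within that ratio, rRNA is 96.5% of the reads on genes against 89% of total reads in the paper. The higher genes added by RPKM are 49.3% of the RPKM count, against more than 40% in the paper. The paper's results word this as relative to RPKSP, and over the RPKSP count the share is 97.2%, beyond that ratio to 40. The number of 2 rests on the RPKM count. The paper gives a spread of 1% for the spike-in ratio in steady state, and the reads on bla, antisense lacI and qrr2 give 4.41%. It gives a deviation of 30% for the 20 min library, against 4.13% here. No alternative fixed before the files were seen applies to these 2 values. With all plasmid reads, an alternative added after the data were seen, they are 1.35% and 32.1% and no longer differ.

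Under alternatives fixed before the files were seen, other values come apart from the paper by more than with the chosen scaling. With lacZ, lacY and lacA reads 16S and 23S rRNA at 80 min is 106.6% (paper 70), the share missed by RPKM 0% and the share added 0.884% (paper 40), and the 2-fold counts are 969 higher and 900 lower (paper 506 and 1642). tRNA reads 45 min after rifampicin are at 11.4% with these reads (paper 2), a gap below the steady-state SD of tRNA. With qrr2 the share missed is 26.6%. 5S rRNA at 80 min is 77.1% with the lac reads, 61.6% per total read and 111% without steady-state replicate 3 (paper 40).

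In direction, the paper calls ddlB, murD, murF and mtgA de-repressed as starvation went on. Against steady state they were not higher. Over starvation murD, which adds D-glutamate to the precursor, fell by 1.27 on the log2 scale, murF fell by 1.15 and the glycosyltransferase gene mtgA fell by 1.98, and ddlB, a D-alanine ligase gene, had −0.58 (adjusted p = 0.11 from edgeR). The calls for murD and murF end under some alternatives, murD with total reads. Within starvation, which the paper's wording can mean, murD rose from early to late by 0.76 (adjusted p = 0.046), the way the paper gives. From 5 to 80 min mtgA went from −2.42 to −1.22 and murF from −2.20 to −1.15, without passing the test of early against late (adjusted p = 0.28 and 0.46). ddlB went from −0.33 to −0.83 (adjusted p = 0.90). lrp at 80 min (−1.77) and arnA at 5 min (−4.00) go the way the paper gives.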

Other observations

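The test of RNA left 45 min after rifampicin and the test of other groupings were written before the result was seen. After valine was added, genes of phosphate, iron, sulfate and nitrogen supply changed as well. Of 16 tested genes of the PhoB regulon, which takes up phosphate, 12 were higher at 10 min and 7 higher and 5 lower at 80 min (12, and 8 and 5, adjusted over the list alone; median 2.87 at 10 min, adjusted p = 0.010 from fry, adjusted p = 0.44 with an estimated correlation). psiE rose by 6.06 on the log2 scale at 10 min (SE 0.22, adjusted p = 3.2e-07 from edgeR) and pstS, the phosphate-binding protein, by 5.22 (SE 0.28, adjusted p = 1.3e-06), but at 80 min pstS fell by 1.15 (SE 0.34, adjusted p = 0.013). Of 26 iron acquisition genes repressed by Fur, 23 were lower at 5 min and 25 at 80 min (24 and 26 adjusted over the list alone; median −3.29 at 80 min, adjusted p = 0.021, adjusted p = 0.53 with an estimated correlation). fhuF, a ferric siderophore reductase, fell by 3.59 at 80 min (SE 0.31, adjusted p = 8.7e-06). All 10 sulfate assimilation genes were lower at 10 min (the same adjusted over the list alone; median −5.08, adjusted p = 0.011, adjusted p = 0.44 with an estimated correlation), with cysJ, of sulfite reductase, down by −6.77 (SE 0.30, adjusted p = 4.6e-07). Of 21 genes activated by NtrC in nitrogen starvation, 16 were lower and 4 higher at 80 min, the same adjusted over the list alone (median −1.42, adjusted p = 0.0069, adjusted p = 0.61 with an estimated correlation). Several PhoB, Fur and hibernation genes had been seen in the paper's tables, so these lists are not independent evidence.

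Genes that store or protect ribosomes rose, and those of respiration fell. Of 6 hibernation genes, 5 were higher and 1 lower at 80 min, the same adjusted over the list alone (median 0.81, adjusted p = 0.010 from fry, adjusted p = 0.39 with an estimated correlation). rmf, which pairs ribosomes into inactive dimers, rose by 4.22 (SE 0.16, adjusted p = 2.1e-07), and rsd, which binds the sigma factor RpoD, rose by 3.00 at 5 min (SE 0.17, adjusted p = 4.0e-06). All 9 ATP synthase genes (median −3.45, adjusted p = 0.0045, adjusted p = 0.39 with an estimated correlation), all 13 citric acid cycle genes (median −2.79, adjusted p = 0.0045, adjusted p = 0.39 with an estimated correlation) and all 13 NADH dehydrogenase genes (median −1.15, adjusted p = 0.016, adjusted p = 0.67 with an estimated correlation) were lower at 80 min, also adjusted over the list alone. sdhC, of succinate dehydrogenase, fell by 3.52 (SE 0.22, adjusted p = 1.2e-06). The 22 global regulators had a median of −0.52 at 80 min, against −0.93 for the median tested gene, so as a list they fell no more than other genes. Among them fis, a nucleoid protein of fast growth, fell by 4.47 (SE 0.31).

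Of 15 heat shock genes, 12 were higher at 10 min and 9 lower at 80 min, the same adjusted over the list alone (median 0.73 at 10 min, adjusted p = 0.042 from fry, adjusted p = 0.44 with an estimated correlation), and rpoH, the heat shock sigma factor gene, rose by 1.65 at 5 min (SE 0.15, adjusted p = 4.3e-05). Of 14 SOS genes, 5 were higher at 10 min (the same adjusted over the list alone, adjusted p = 0.017, adjusted p = 0.44 with an estimated correlation), among them sulA, the inhibitor of cell division, by 1.89 (SE 0.25, adjusted p = 2.0e-04). Of 14 toxin-antitoxin genes, 5 were higher and 1 lower at 5 min (the same adjusted over the list alone, adjusted p = 0.042, adjusted p = 0.47 with an estimated correlation), mqsR by 2.12 (SE 0.35, adjusted p = 0.0010). Of 14 envelope stress genes, 10 were lower and 3 higher at 80 min, the same adjusted over the list alone (median −1.15, adjusted p = 0.0069, adjusted p = 0.67 with an estimated correlation). Of 8 tested flagella genes 1 was higher and 2 lower at 80 min (adjusted p = 0.057), and of 6 tested small RNAs 3 were higher and 1 lower (adjusted p = 0.052), among them csrC, which binds the regulator CsrA, up by 3.03 (SE 0.17, adjusted p = 8.3e-07). ompT and lon, in which the spike-in strain is deficient, were both lower at 80 min (median −2.07, adjusted p = 0.022, adjusted p = 0.69 with an estimated correlation).

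After rifampicin 1695 of 1791 tested genes, of all RNA classes, declined and 0 rose (edgeR, 1700 genes at unadjusted p below 0.05). Scaled to total reads 1686 declined and 14 rose. The median slope per spike-in read was −1.64 on the log2 scale per 10 min. A straight line through log2 of the mRNA pool gave a half-life of 7.96 min, or 11.6 min without the 25 and 45 min libraries. The fall was uneven. The pool was at 80.1% of its 80 min level after 10 min, 37.2% after 15 min, 9.93% after 25 min and 2.69% after 45 min. Both half-lives include the slow first 10 min, so neither gives the rate of the fall that followed. The mRNA left at 45 min could stem from the spike-in cells. It was at 1.20% of steady state, close to the share by OD at which the authors added these cells. How much mRNA the spike-in cells held per OD was not measured. Over 1797 genes the Spearman correlation of the 45 min library was 0.54 with steady state and 0.51 with 80 min starvation. The difference of 0.034 (95% bootstrap interval −0.00094 to 0.066) cannot tell, since its interval includes 0.

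In 415 of 3026 genes every starvation library lay above every steady-state library, and in 1196 below, where chance orders give 2.86% per direction. Of the 35 ways to split the 7 libraries into groups of 3 and 4, only 1, the real split, reached its 1289 calls. The highest other split, 10, 40 and 80 min against the rest, gave 1111.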
